# β-catenin-inhibited Sumoylation modification of LKB1 and fatty acid metabolism is critical in renal fibrosis

**DOI:** 10.1038/s41419-024-07154-y

**Published:** 2024-10-22

**Authors:** Shuangqin Chen, Jiemei Li, Ye Liang, Meijia Zhang, Ziqi Qiu, Sirui Liu, HaoRan Wang, Ye Zhu, Shicong Song, Xiaotao Hou, Canzhen Liu, Qinyu Wu, Mingsheng Zhu, Weiwei Shen, Jinhua Miao, Fan Fan Hou, Youhua Liu, Cheng Wang, Lili Zhou

**Keywords:** Metabolic disorders, Chronic kidney disease, Sumoylation

## Abstract

Liver kinase B1 (LKB1) is a serine/threonine kinase controlling cell homeostasis. Among post-translational modification, Sumoylation is vital for LKB1 activating adenosine 5’-monophosphate (AMP)-activated protein kinase (AMPK), the key regulator in energy metabolism. Of note, AMPK-regulated fatty acid metabolism is highly involved in maintaining normal renal function. However, the regulative mechanisms of LKB1 Sumoylation remain elusive. In this study, we demonstrated that β-catenin, a notorious signal in renal fibrosis, inhibited the Sumoylation of LKB1, thereby disrupting fatty acid oxidation in renal tubular cells and triggering renal fibrosis. Mechanically, we found that Sumo3 was the key mediator for LKB1 Sumoylation in renal tubular cells, which was transcriptionally inhibited by β-catenin/Transcription factor 4 (TCF4) signaling. Overexpression of Sumo3, not Sumo1 or Sumo2, restored β-catenin-disrupted fatty acid metabolism, and retarded lipid accumulation and fibrogenesis in the kidney. In vivo, conditional knockout of β-catenin in tubular cells effectively preserved fatty acid oxidation and blocked lipid accumulation by maintaining LKB1 Sumoylation and AMPK activation. Furthermore, ectopic expression of Sumo3 strongly inhibited Wnt1-aggravated lipid accumulation and fibrogenesis in unilateral ischemia-reperfusion mice. In patients with chronic kidney disease, we found a loss of Sumo3 expression, and it was highly related to LKB1 repression. This contributes to fatty acid metabolism disruption and lipid accumulation, resulting in renal fibrosis. Overall, our study revealed a new mechanism in fatty acid metabolism dysfunction and provided a new therapeutic target pathway for regulating Sumo modification in renal fibrosis.

## Introduction

Chronic kidney disease (CKD), with high morbidity and mortality, is becoming a public health problem worldwide [1, 2]. As the common pathological feature of CKD, renal fibrosis severely accelerates the loss of kidney function by promoting the massive loss of nephrons [3]. Of note, current therapies for renal fibrosis still remain unsatisfactory, mostly due to undiscovered mechanisms [3–5]. Among multiple cells, tubular epithelial cells deserve superior notifications because of their primary role in kidney parenchyma [6]. Indeed, recent findings show they play a vital role in the pathogenesis of renal fibrosis. The reason behind this lies in their abnormality in metabolism in kidney injury [4, 7]. However, the underlying mechanisms of metabolism dysfunction in renal tubular cells are not elucidated.

Energy supply, from fatty acid metabolism, is fundamental for various organic cell survival and signal transduction [8, 9]. Fatty acid metabolism disorders strongly contribute to disease progression in various diseases, such as tumors, central nervous system disorders, and organ fibrosis [9–11]. Especially, fatty acid metabolism dysfunction obviously occurred in both acute and chronic stages of kidney diseases. However, the regulated mechanisms have not been found in detail.

To meet high energy consumption, renal tubular epithelial cells strongly depend on fatty acid oxidation for adenosine triphosphate (ATP) production. Abnormalities in this aspect would certainly drive a series of pathological processes to trigger renal fibrosis [4, 7, 8, 12], while the regulating mechanisms are still unclear.

AMPK, the center master controlling lipid and glucose metabolism, protein synthesis, and others, is the key factor for maintaining cell homeostasis [13, 14]. AMPK is endogenously modulated by LKB1, a serine/threonine kinase with native protein at a molecular weight of ~50 kDa [15]. LKB1 is fundamental for keeping cellular homeostasis in renal tubular cells, and gene ablation of it would trigger fibrogenesis. These suggest to modulate LKB1 would represent future directions to explore the therapeutic approaches to fight against renal fibrosis. Indeed, several studies, including ours, have found pharmacological activation or gene expression of LKB1 retard renal fibrosis [16, 17]. It is worth noting, as a kinase protein, LKB1 could be variously modified by post-translational modifications, including phosphorylation, prenylation, ubiquitination, and especially Sumoylation [15, 18]. These modifications highly correlate with the function of LKB1 in regulating downstream signals. Truly, a recent study found Sumoylated LKB1 precisely controls AMPK activation [19]. Nevertheless, the modulators controlling LKB1 Sumoylation are still in mystery.

Wnt/β-catenin is essential in regulating organ development and tissue homeostasis but is also involved in the pathogenesis of diseases. Previous studies by our groups found it is highly associated with kidney fibrotic lesions [20, 21]. In tumors, β-catenin promotes neoplasm through repressing the LKB1/AMPK pathway [22, 23]. In kidney diseases, the role of β-catenin in the LKB1 pathway has not been clarified, and the underlying mechanisms should be investigated in detail. Moreover, the regulatory role of β-catenin in fatty acid metabolism in renal tubular cells should be demonstrated clearly.

In this study, we found that the Sumoylation of LKB1 was decreased in renal fibrosis, which was highly controlled by β-catenin. Through inhibition of Sumo3 transcription, β-catenin repressed Sumoylated modification of LKB1, to further block AMPK activity and fatty acid metabolism. These led to the fibrogenesis in renal tubular cells and the progression of renal fibrosis. Supplementation of Sumo3 preserved fatty acid metabolism, inhibited lipid accumulation, and retarded renal fibrosis. Our study provided a new mechanism of renal fibrosis, and provided a potential therapeutic approach of regulating Sumoylation modification to treat renal fibrosis.

## Results

### Sumoylation, LKB1-AMPK signaling, and fatty acid metabolism were inhibited in UIRI mice

We first established a CKD mice model through performing unilateral ischemia/reperfusion (UIRI) surgery. To testify the condition of Sumoylation, Sumo1 and Sumo2/3-conjugated proteins were examined by western blotting. As shown in Fig. 1a–d, compared to sham mice, both Sumo1 and Sumo2/3-conjugated proteins were strongly downregulated in UIRI mice. Similar results were observed when Sumo1 and Sumo2/3 were assessed by immunohistochemistry staining (Fig. 1e, f), and qRT-PCR assessment (Supplementary Fig. S1). Additionally, we also found that E1 Sumo-activating enzymes (SAE1/SAE2), a single E2 conjugating enzyme (UBC9), and a set of E3 Sumo ligases were all downregulated in UIRI mice (Supplementary Fig. S1).

**Fig. 1:**
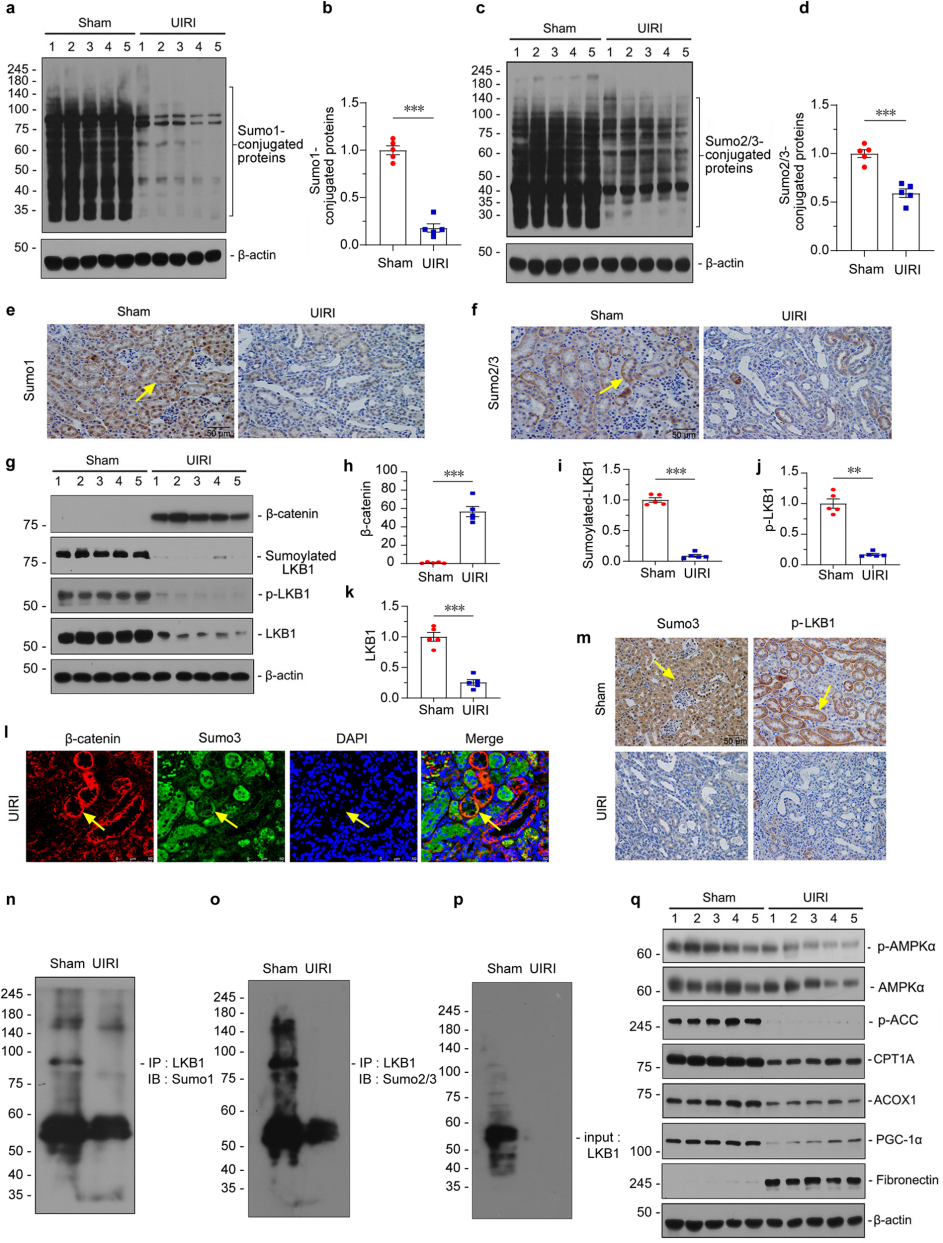
Sumoylation, LKB1-AMPK signaling, and fatty acid metabolism were inhibited in UIRI. **a** and **b** Representative western blotting and quantitative data showing renal expression of Sumo1-conjugated proteins in unilateral ischemia-reperfusion injury (UIRI) and sham mice. UIRI mice were sacrificed at 11 days after ischemia-reperfusion surgery. Numbers (1–5) indicate individual animals in a given group. ***P < 0.001 versus sham controls (*n* = 5). **c** and **d** Representative western blotting and quantitative data showing renal expression of Sumo2/3-conjugated proteins in UIRI and sham mice. Numbers (1–5) indicate individual animals in a given group. ***P < 0.001 versus sham controls (*n* = 5). **e** and **f** Representative micrographs of immunohistochemical staining showing Sumo1 and Sumo2/3 expression in UIRI mice. Kidney paraffin sections were stained with antibodies against Sumo1 or Sumo2/3. Arrows indicate positive staining; scale bar: 50 µm. **g**–**k** Western blotting and quantitative data showing renal expression of β-catenin, Sumoylated-LKB1, p-LKB1 and LKB1 in UIRI and sham mice. Numbers (1–5) indicate individual animals in a given group. **P < 0.01, ***P < 0.001 versus sham controls (*n* = 5). **l** Immunofluorescence staining showing staggered expression of Sumo3 and β-catenin in UIRI mice. Kidney paraffin sections were stained for β-catenin (red) and Sumo3 (green). Arrows indicate β-catenin positive tubules with a lost expression of Sumo3; scale bar: 50 µm. **m** Representative micrographs showing immunohistochemical staining of Sumo3 (left) and p-LKB1 (right) in UIRI mice. Kidney paraffin sections were stained with antibodies against Sumo3 or p-LKB1. Arrows indicate positive staining; scale bar: 50 µm. **n–p** Immunoprecipitation showing the binding of LKB1 with Sumo1 or Sumo2/3 in kidney tissue from UIRI mice and Sham controls. The whole cell lysates were immunoprecipitated (IP) with anti-LKB1, followed by immunoblotting (IB) with anti-Sumo2/3, or anti-Sumo1, respectively. Total diluted lysates were used as input. **q** Western blotting showing renal expression of p-AMPKα/AMPKα, p-ACC, CPT1A, ACOX1, PGC-1α and Fibronectin in UIRI and sham mice. Numbers (1–5) indicate individual animals in a given group. The data were analyzed by using Student’s *t*-test.

LKB1 is a master regulator for energy metabolism. The modification of Sumoylation and phosphorylation is vital for the active activity of LKB1. As shown in Fig. 1g–j, in UIRI mice, both Sumoylation and phosphorylation of LKB1 were greatly blocked, accompanied by the decrease in native LKB1, and this was concomitant with a high increase in β-catenin, suggesting the intimate relationship between β-catenin and LKB1 Sumoylation and activation. Of interest, we observed a staggered expression of β-catenin and Sumo3 in UIRI mice (Fig. 1l). More importantly, we found Sumo3 and p-LKB1 were both highly expressed in Sham control mice, but were both greatly lost in UIRI mice (Fig. 1m). We then performed immunoprecipitation assay to testify the Sumoylated LKB1. As shown in Fig. 1n–p, Sumo1-modified LKB1 was decreased in UIRI mice. However, the Sumoylation of LKB1 by Sumo2/3 was inhibited more pronouncedly.

AMPK signaling and fatty acid oxidation (FAO) are masterly regulated by LKB1. We then assessed them in UIRI mice. As shown in Fig. 1q and Supplementary Fig. S1, p-AMPKα, AMPKα, phosphorylated acetyl-CoA carboxylase (p-ACC) and a variety of FAO-related proteins such as carnitine palmitoyl-transferase 1A (CPT1A), acyl-CoA oxidase 1 (ACOX1) and peroxisome proliferator-activated receptor gamma coactivator-1 alpha (PGC-1α) were reduced in UIRI mice, accompanied by the increase in Fibronectin expression and lipid accumulation (Supplementary Fig. S1). These results suggested that the downregulation of LKB1 Sumoylation was highly associated with lipid metabolism abnormality in the kidney and contributed to renal fibrosis. Furthermore, β-catenin was possibly the important upstream modulator.

### β-catenin inhibits AMPK signaling and fatty acid metabolism by blocking LKB1 Sumoylation

To clearly elucidate the relationship between β-catenin and LKB1 Sumoylation, HKC-8 cells, a human proximal tubular cell line, were transfected with β-catenin expression plasmid (pDel-β-catenin). The efficacy of β-catenin overexpression was first confirmed (Supplementary Fig. S2). As shown in Fig. 2a–d, β-catenin overexpression reduced the expression of Sumo1 and Sumo2/3-conjugated proteins. We further found that β-catenin also decreased the mRNA levels of Sumo1, Sumo2, and Sumo3 (Fig. 2e–g).

**Fig. 2:**
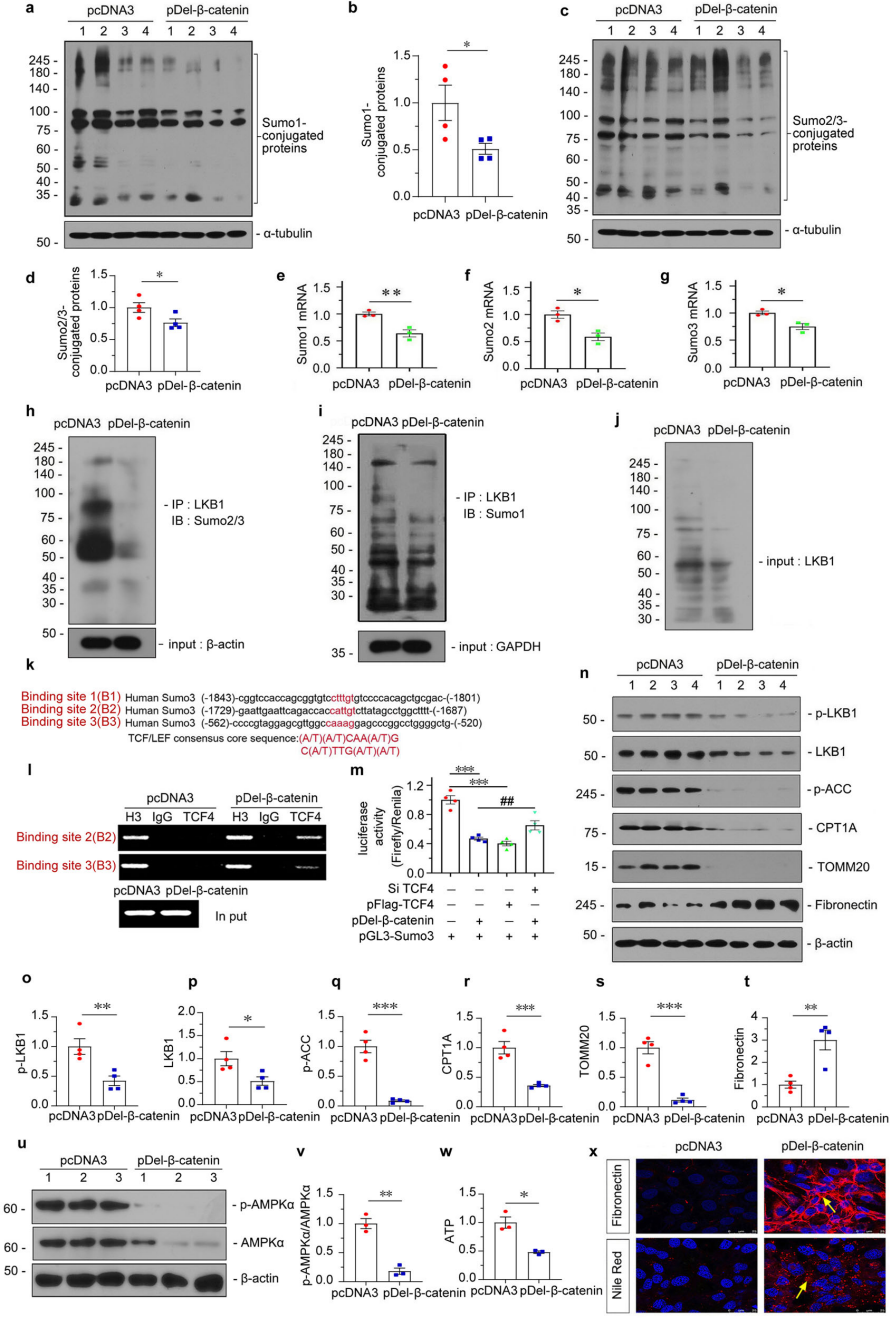
β-catenin inhibits AMPK signaling and fatty acid metabolism by blocking LKB1 Sumoylation. Human kidney proximal tubular epithelial cells (HKC-8) were transfected with β-catenin expression plasmid (pDel-β-catenin) or pcDNA3 for 24 h. **a** and **b** Western blotting and quantitative data showing protein expression of Sumo1-conjugated proteins in different groups. Numbers (1–4) indicate individual culture in a given group. *P < 0.05 versus pcDNA3 (*n* = 4). **c** and **d** Representative western blotting and quantitative data for Sumo2/3-conjugated proteins are shown. *P < 0.05 versus pcDNA3 (*n* = 4). **e–g** Quantitative real-time PCR analyses showing mRNA expression of Sumo1, Sumo2 and Sumo3 in different groups. *P < 0.05, **P < 0.01 versus pcDNA3 (*n* = 3). **h–j** Immunoprecipitation showing the binding of LKB1 with Sumo1 or Sumo2/3 in HKC-8 cells transfected with pcDNA3 or pDel-β-catenin plasmid. Cell lysates were immunoprecipitated (IP) with anti-LKB1, followed by immunoblotted (IB) with anti-Sumo2/3, or anti-Sumo1, respectively. Total diluted lysates were used as input. **k** and **l** Bioinformation analysis and Chromatin immunoprecipitation (ChIP) assay revealing the presence of TCF/LEF binding sites in the promoter region of the Sumo3 gene. The sequences and positions of the putative sites were shown, and the consensus sequence was also given. HKC-8 cells were transfected with pcDNA3 or pDel-β-catenin plasmid for 24 h. Cell DNAs were precipitated with anti-H3, nonimmune IgG, and anti-TCF4. Total DNA lysates were used as input. The PCR assay was performed to detect specific binding consensus sequences in the Sumo3 gene promoter region. Total diluted lysate was used as the total genomic input DNA. **m** Quantitative data showing the luciferase activity of pGL3-Sumo3 (constructed with the full length of Sumo3 gene promoter sequence) in HKC-8 cells co-transfected with pDel-β-catenin, pFlag-TCF4, or pDel-β-catenin and TCF4 siRNA for 24 h. Renilla was added as an internal control reporter. ***P < 0.001 versus pGL3-Sumo3 group, ^##^*P* < 0.01 versus pDel-β-catenin + pGL3-Sumo3 group (*n* = 4). **n–t** Representative western blotting and quantitative data showing protein expression of p-LKB1, LKB1, p-ACC, CPT1A, TOMM20 and Fibronectin in different groups. HKC-8 cells were transfected with pDel-β-catenin or pcDNA3 for 24 h. Numbers (1–4) indicate individual culture in a given group. *P < 0.05, **P < 0.01, ***P < 0.001 versus pcDNA3 (*n* = 4). **u** and **v** Representative western blotting and quantitative data showing the ratio of p-AMPKα/AMPKα. Numbers (1–3) indicate individual culture in a given group. **P < 0.01 versus pcDNA3. **w** Quantitative data showing ATP levels in different groups. *P < 0.05 versus pcDNA3 (*n* = 3). **x** Representative micrographs showing immunofluorescence staining of Fibronectin (upper) and Nile Red (bottom). Arrows indicate positive staining; scale bar: 25 µm. The data were analyzed by using Student’s *t*-test or one-way ANOVA.

The Sumoylation of LKB1 was then examined by immunoprecipitation assay. As shown in Fig. 2h–j, both Sumo1 and Sumo2/3-modified LKB1 were inhibited by ectopic β-catenin, especially Sumo2/3-conjugated LKB1 decreased more greatly. We then analyzed the human Sumo genes promoter region and found that the Sumo3 promoter possesses three predictive binding sites of TCF/LEF (Fig. 2k), the downstream transcription factors of β-catenin, while Sumo2 possesses 2 and Sumo1 possesses 1 (data not shown). ChIP assay was then conducted to determine the specificity of Sumo3 binding with TCF4. As shown, 2 predicted binding sites (B2 and B3) in the Sumo3 gene promoter were identified specifically for binding with TCF4 (Fig. 2l). Consistently, luciferase assay confirmed β-catenin or TCF4 transcriptionally inhibited Sumo3, while interference of TCF4 blocked the depression of β-catenin on Sumo3 transcription (Fig. 2m).

Next, LKB1-AMPK signaling and fatty acid metabolism were assessed in β-catenin-overexpressed cells. As shown in Fig. 2n–w, β-catenin inhibited p-LKB1, LKB1, p-AMPKα, AMPKα, p-ACC, CPT1A and TOMM20. Fibrosis and lipid accumulation were also tested. As shown, β-catenin triggered Fibronectin expression and the accumulation of lipid droplets, as well as reduced ATP production (Fig. 2n, t, w, x). These results further suggested β-catenin negatively regulates LKB1 Sumoylation through inhibiting Sumo3.

### Sumo3 plays a decisive role in Sumoylation modification of LKB1

To clarify which Sumo decides Sumoylation modification of LKB1, HKC-8 cells were transfected with pDel-β-catenin plasmid and co-treated with Sumo1, 2 and 3 expression plasmids (pCMV-Sumo1–3), respectively. The efficiencies of β-catenin, Sumo1, Sumo2 and Sumo3 overexpression were confirmed by western blotting and immunofluorescence (Fig. 3a, d, and Supplementary Fig. S2). As shown, β-catenin inhibited LKB1 Sumoylation and LKB1 expression, but co-treatment with Sumo3 extremely restored Sumoylated LKB1 and also preserved native LKB1 expression, while Sumo1 and Sumo2 did not show the same effects (Fig. 3a–c).

**Fig. 3:**
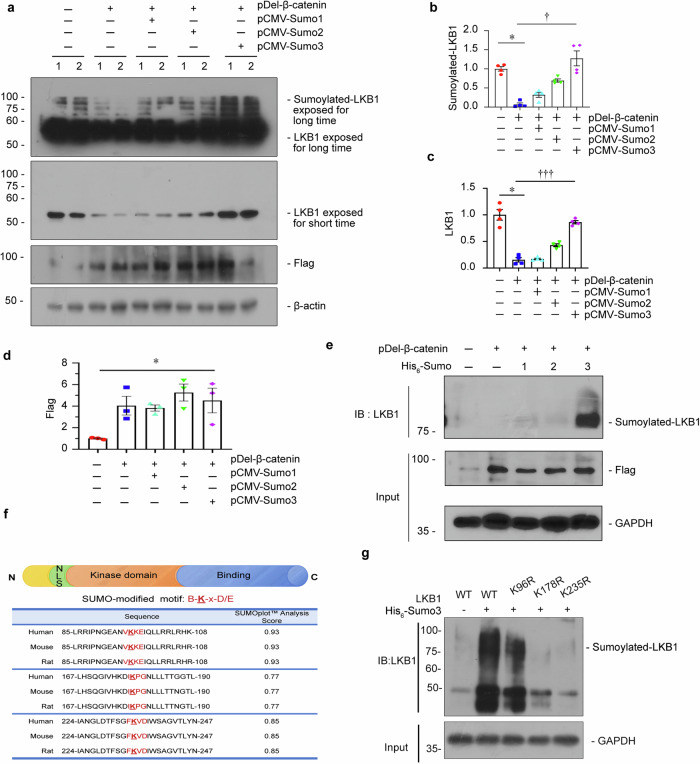
Sumo3 plays a decisive role in Sumoylation modification of LKB1. **a–d** Representative western blotting and quantitative data showing protein expression of Sumoylated-LKB1, LKB1 and Flag in different groups. HKC-8 cells were transfected with pDel-β-catenin and Sumo1 expression plasmid (pCMV-Sumo1), Sumo2 expression plasmid (pCMV-Sumo2) or Sumo3 expression plasmid (pCMV-Sumo3) for 24 h. Numbers (1–2) indicate individual culture in a given group. *P < 0.05 versus pcDNA3; ^**†**^*P* < 0.05, ^**†††**^*P* <0.001 versus pDel-β-catenin. **e** Ni-NTA MagBeads-pulldown assay showing Sumo3 restored the Sumoylated modification of LKB1 in HKC8 cells. HKC8 cells were transfected with the His_6_-Sumo1, 2, 3 plasmids with or without pDel-β-catenin. The His_6_-Sumolyated proteins were purified with HisSep Ni-NTA MagBeads, followed by IB with anti-LKB1. The whole lysates were used as input. **f** Graphs showing the full structure of LKB1 and the predicted Sumoylated residues of LKB1 in different species. **g** Ni-NTA MagBeads-pulldown assay showing LKB1 was mostly Sumoylated by Sumo3 at Lys178 and Lys235. HKC8 cells were transfected with His_6_-Sumo3 plasmid (or pcDNA3), simultaneously with LKB1 mutant plasmids or wildtype LKB1 expression plasmid. The His_6_-Sumolyated proteins were purified with HisSep Ni-NTA MagBeads, followed by IB with anti-LKB1. The whole lysates were used as input. The data were analyzed by using one-way ANOVA.

In order to identify the Sumoylation and Sumo-bingding sites of LKB1 in renal tubular cells, Ni-NTA MagBeads-pulldown assay was performed. HKC-8 cells were co-transfected with pDel-β-catenin and the His_6_-Sumo1, 2, or 3 plasmids. As shown, Sumo3, but not Sumo1 or Sumo2, greatly restored the Sumoylated modification of LKB1 (Fig. 3e). By using SUMOplot^TM^ (http://www.abgent.com/sumoplot), we predicted the Sumoylation residues in LKB1, and found 3 highly conserved residues (K96, K178, and K235) for LKB1 Sumoylation (Fig. 3f). We then constructed LKB1 wild-type plasmid and mutated plasmids with the above residue (lysine) mutating to arginine. As shown in Fig. 3g, Sumo3 interacted with wild-type LKB1, while mutation on K178 and K235 abandoned Sumo3-conjugated Sumoylation, suggesting Lys178 and Lys235 were the key binding sites of Sumo conjugating to LKB1.

### Sumo3 preserved FAO metabolism and inhibited fibrogenesis in cultured tubular cells

We then assessed FAO metabolism and fibrogenesis. As shown, p-AMPKα, AMPKα, p-ACC, peroxisome proliferator-activated receptor alpha (PPARα), CPT1A, PGC-1α, and ACOX1 were significantly downregulated in β-catenin-overexpressed tubular cells (Fig. 4a–g). However, co-treatment with Sumo3 restored all these proteins' expression. A similar result was observed when ATP production was examined (Supplementary Fig. S2). Furthermore, fibrogenesis and lipid accumulation were assessed. As shown, Sumo3 ameliorated β-catenin-induced Fibronectin and α-SMA upregulation and lipid accumulation (Fig. 4h–k). To further test fatty acid metabolism, HKC-8 cells were administered oleic acid [24], and assessed lipid droplets by Nile red staining. As shown, β-catenin exaggerated lipid deposition, while co-treatment with Sumo3 blocked it. Furthermore, Etomoxir, an inhibitor to CPT1A, abolished the effects of Sumo3 in β-catenin-overexpressed cells (Fig. 4l). Some cells were also treated with TGF-β1, a potent fibrogenic factor. As shown in Supplementary Fig. S2, ectopic Sumo3 also restored LKB1-AMPK signaling and FAO function and inhibited fibronectin expression in TGF-β1-treated cells.

**Fig. 4:**
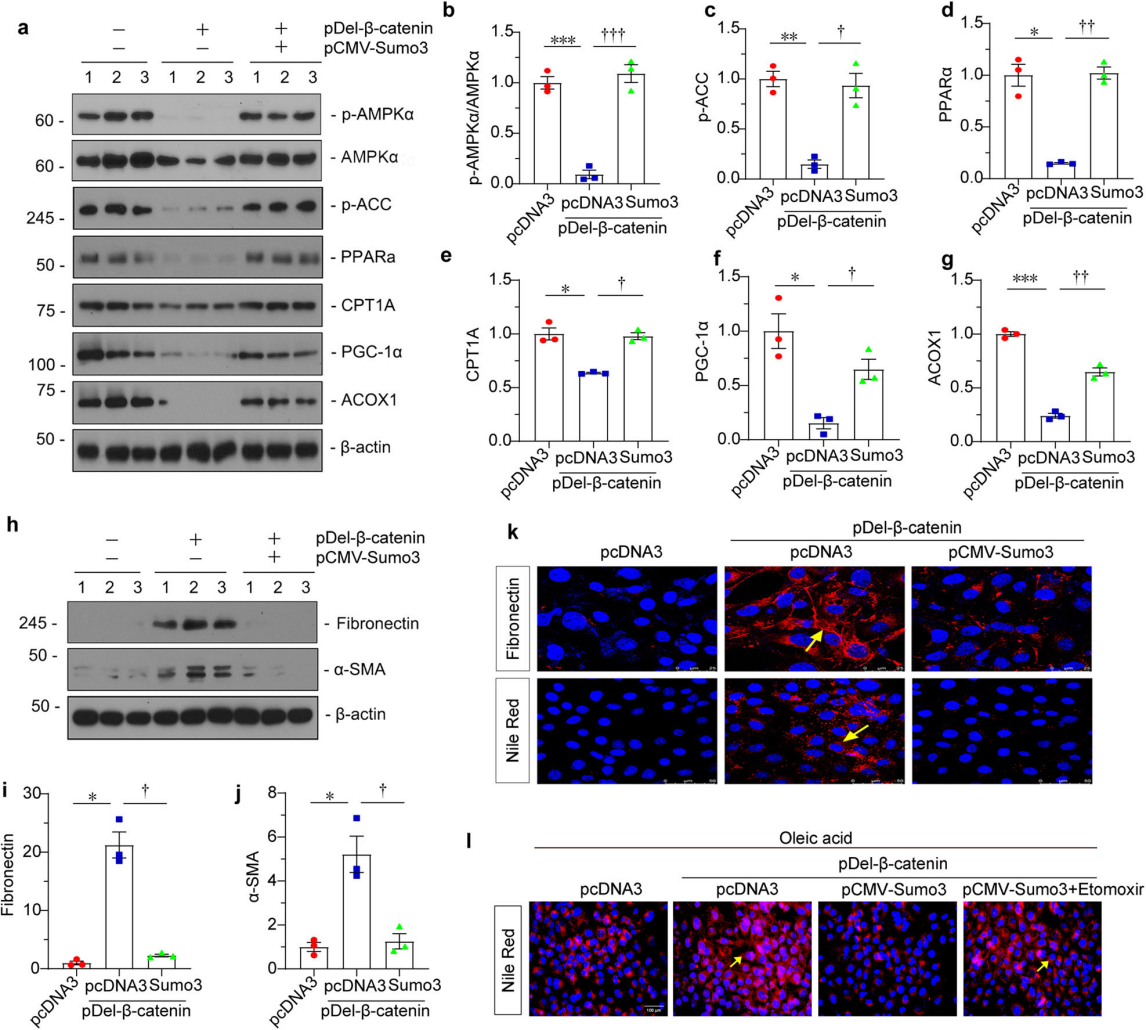
Sumo3 preserved FAO metabolism and inhibited fibrogenesis in cultured tubular cells. **a–g** Representative western blotting and quantitative data showing protein expression of p-AMPKα/AMPKα, p-ACC, PPARα, CPT1A, PGC-1α and ACOX1 in different groups. HKC-8 cells were transfected with pDel-β-catenin alone or with pCMV-Sumo3 for 24 h. Numbers (1–3) indicate individual culture in a given group. *P < 0.05, **P < 0.01, ***P < 0.001 versus pcDNA3; ^**†**^*P* < 0.05, ^**††**^*P* <0.01, ^**†††**^*P* < 0.001 versus pDel-β-catenin (*n* = 3). **h–j** Representative western blotting and quantitative data showing protein expression of Fibronectin and α-SMA in different groups. Numbers (1–3) indicate individual culture in a given group. *P < 0.05 versus pcDNA3; ^**†**^*P* < 0.05 versus pDel-β-catenin (*n* = 3). **k** Representative micrographs showing immunofluorescence staining of Fibronectin (upper) and Nile Red (bottom) in different groups. Arrows indicate positive staining. For Fibronectin staining, scale bar: 25 µm. For Nile red staining, scale bar: 50 µm. **l** Representative immunofluorescence micrographs showing the expression of lipid (Nile Red) in different groups. Arrows indicate positive staining; scale bar, 100 µm. HKC-8 cells were transfected with pDel‐β‐catenin alone or with pCMV-Sumo3, or co-treated with etomoxir (40 μM, HY-50202; MCE) for 18 h, and then all added with sodium salt form of oleic acid (200 μM, HY-N1446B; MCE) for 24 h. The data were analyzed by one-way ANOVA.

We next isolated and cultured primary renal tubular cells (Fig. 5a, b). These cells were transfected with pDel-β-catenin plasmid or co-treated with Sumo3 expression plasmid. The efficacy of β-catenin overexpression was confirmed by western blotting (Fig. 5c, d). We found Sumoylated LKB1 was restored by Sumo3. Consequently, p-AMPKα, AMPKα, PGC-1α and PPARα expression levels were all preserved by Sumo3, while Fibronectin was inhibited by Sumo3 (Fig. 5c–j). Similar results were observed when Fibronectin was assessed by immunofluorescence (Fig. 5k). Furthermore, immunostaining and Nile red staining results showed Sumo3 preserved E-cadherin, a marker for tubular cell integrity, and inhibited lipid deposition in β-catenin-overexpressed primary cells (Fig. 5k).

**Fig. 5:**
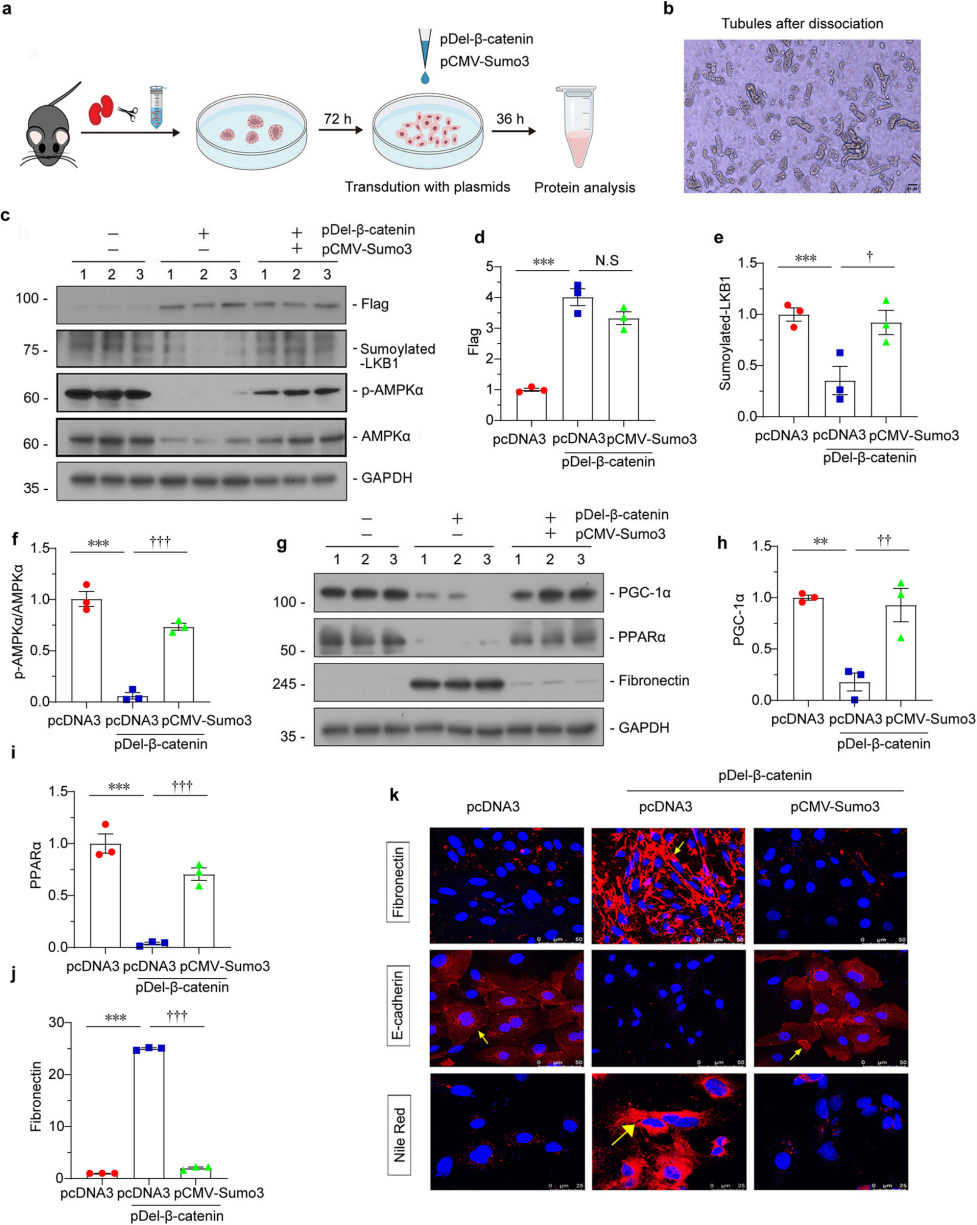
Sumo3 plays a key role in LKB1 Sumoylation and keeping FAO function in primary cultured renal tubular epithelial cells. **a** and **b** Experimental design. Primary renal tubular epithelial cells were isolated from C57BL/6 mice following a routine protocol. The kidneys were minced, digested, filtrated and centrifuged. Then, the tubules were resuspended in DMEM/F12 medium with 10% FBS and seeded in a six-well plate. After growing for 72 h, the cells were transfected with pDel-β-catenin alone or co-transfected with pCMV-Sumo3 for 36 h. Dissociated tubules are shown. Scale bar: 50 µm. **c–f** Representative western blotting and quantitative data showing protein expression of Flag, Sumoylated-LKB1 and p-AMPKα/AMPKα in different groups. ***P < 0.001 versus pcDNA3; ^**†**^*P* < 0.05, ^**†††**^*P* < 0.001 versus pDel-β-catenin, N.S.: none of significance. (*n* = 3). **g–j** Representative western blotting and quantitative data showing protein expression of PGC-1α, PPARα and Fibronectin in different groups. **P < 0.01, ***P < 0.001 versus pcDNA3; ^**††**^*P* < 0.01, ^**†††**^*P* < 0.001 versus pDel-β-catenin (*n* = 3). **k** Representative immunofluorescence staining of Fibronectin (upper), E-cadherin (middle) and Nile Red (bottom) in different groups. Arrows indicate positive staining; For Fibronectin or E-cadherin, scale bar: 50 µm. For Nile Red staining, scale bar: 25 µm. The data were analyzed by using one-way ANOVA.

### Knockout of β-catenin increased fatty acids metabolism in UUO mice

Tubular cell-specific knockout of β-catenin gene (Ksp-β-cat^−/−^) mice were constructed using Cre-LoxP system (Fig. 6a) as described previously [25]. The efficacy of β-catenin gene ablation was testified by co-staining of β-catenin with LTL (lotus tetragonolobus lectin, detecting proximal tubules), PNA (peanut agglutinin, detecting distal tubules), and DBA (Dolichos biflorus agglutininm, detecting collecting duct) in Ksp-β-cat^−/−^ mice. As shown, the KSP-cre-mediated deletion of β-catenin led to β-catenin ablation in distal tubules, connecting tubules, as well as the most majority of proximal tubules (Supplementary Fig. S3).

**Fig. 6:**
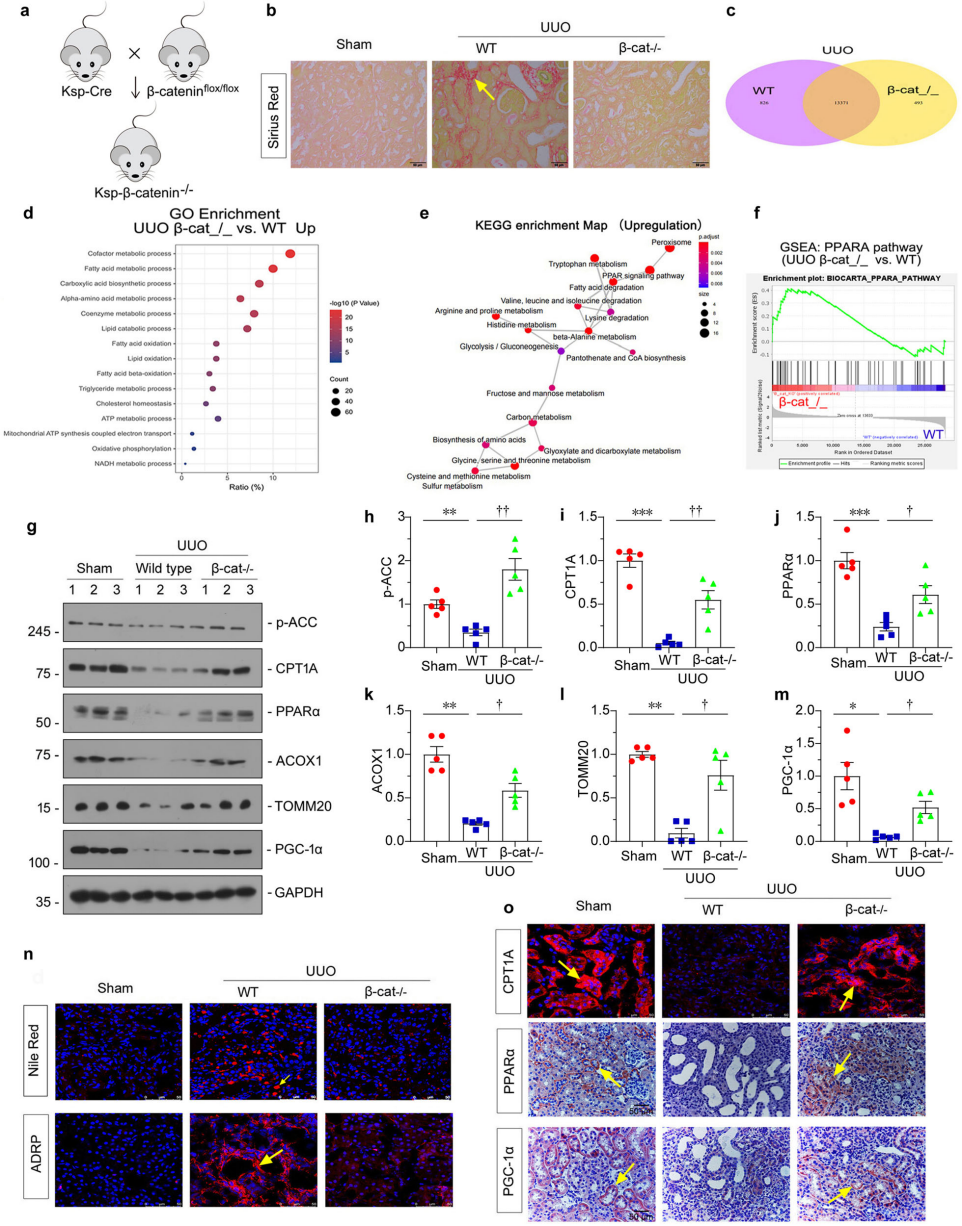
Knockout of β-catenin increased fatty acids metabolism in UUO mice. **a** Experimental design showing the strategy of crossbreeding of the β-catenin-floxed mice (β-catenin^flox/flox^) with Cre transgenic mice under the control of the Ksp-cadherin promoter (Ksp-Cre). **b** Representative micrographs showing collagen deposition assessed by Sirius red staining in different groups. Arrow indicates positive staining; scale bar: 50 µm. **c** Graph showing the number of differentially expressed genes in UUO-affected β-catenin knockout and wild-type mice. **d** Gene ontology (GO) analysis showing the biological process enrichment of upregulated genes from UUO-affected β-catenin knockout mice. **e** Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showing multiple metabolism pathways were enriched in the UUO + β-catenin^−/−^ group. **f** Gene set enrichment analysis (GSEA) showing the PPARα pathway was up-regulated in the UUO + β-catenin^−/−^ group. **g–m** Representative western blotting and quantitative data showing protein expression of p-ACC, CPT1A, PPARα, ACOX1, TOMM20 and PGC-1α in different groups. Numbers (1–3) indicate individual animals in a given group. *P < 0.05, **P < 0.01, ***P < 0.001 versus sham controls; ^**†**^*P* < 0.05, ^**††**^*P* < 0.01 versus WT UUO mice (*n* = 5). **n** Representative immunofluorescence staining of Nile Red (upper) and ADRP (bottom) in different groups. Kidney frozen sections were stained for ADRP expression and lipid accumulation (Nile Red). Arrows indicate positive staining; scale bar: 50 µm. **o** Representative immunohistochemical staining of CPT1A (upper), PPARα (middle) and PGC-1α (bottom). Frozen sections were stained with an antibody against CPT1A. Paraffin sections were stained with antibodies against PPARα or PGC-1α. Arrows indicate positive staining; scale bar: 50 µm. The data were analyzed by using one-way ANOVA.

We first assessed fibrotic lesions through Sirius red staining. As shown, unilateral ureteral obstruction (UUO) surgery resulted in matrix deposition in the interstitium, but knockout of β-catenin largely blocked it (Fig. 6b and Supplementary Fig. S3). 

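Kidney RNA was sequenced from 3 β-catenin knockout mice and 3 wild-type mice, all after UUO. The β-catenin gene, Ctnnb1 (ENSMUSG00000006932), lies on chromosome 9 of GRCm38 from 120929216 to 120960507. Its expression was 76.0 ± 7.55 FPKM (SD, n = 3 mice) in β-catenin knockout mice and 92.1 ± 5.95 FPKM (SD, n = 3) in wild-type mice. This is a log2 fold change of −0.28 (standard error 0.13, adjusted p = 0.189 from limma, two-sided), which did not pass the test. Every knockout mouse had a lower value than every wild-type mouse (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The value of a gene sums the reads of all its exons and of every cell type in the kidney, so that an exon removed by Cre in tubular cells was not measured on its own. The authors counted reads per gene with featureCounts and calculated FPKM, fragments per kilobase of gene length, scaled for sequencing depth. FPKM times gene length came in whole steps for 100% of the values (within 0.01 read), from which 16696210 to 18076032 reads assigned to genes per library were recovered. The depth term of these FPKM followed median-of-ratios size factors, and not the total of each library. Of the genes listed, the 16166 with a mean of at least 0.5 FPKM over the 6 libraries were compared with limma on log2(FPKM + 1), with a pseudocount of 1. A gene was called higher or lower in β-catenin knockout mice at an adjusted p under 0.05 (Benjamini-Hochberg). Gene lists for pathways and cell types were compared with the other genes by limma's camera, with a preset correlation of 0.01 between genes. The lists, filter, tests and thresholds, and the alternatives to them, were chosen before the data were examined.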

We then performed transcriptomic sequencing to explore the gene expression differences between the two groups. Of these, 826 genes were down-regulated, and 493 genes were up-regulated in β-catenin knockout mice (Fig. 6c). 

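Of the 16166 genes tested, 1004 were higher and 705 were lower in β-catenin knockout mice after UUO, 10.6% of the genes tested. Among the called genes, 351 of those higher and 280 of those lower differed at least 2-fold, and 903 and 651 were protein-coding. In 5742 genes (35.5%) the values of the knockout mice lay all above or all below those of the wild-type mice, where chance gives 10%. The counts rested on single libraries. With a β-catenin knockout library left out they were 345 higher and 295 lower (without replicate 1), 285 and 274 (without replicate 2) and 1631 and 818 (without replicate 3). With a wild-type library left out they were 358 higher and 319 lower (without replicate 1), 130 and 98 (without replicate 2) and 520 and 530 (without replicate 3). Without a filter on low values they were 280 and 193. They also rested on the scaling between libraries: with FPKM rescaled to TPM, so that every library sums to the same total, 578 genes were higher and 1178 were lower, and the median log2 fold change of the genes tested moved from 0.01 to −0.19. By another count, 493 genes had a group mean above 1 FPKM in β-catenin knockout mice only, 826 in wild-type mice only and 13371 in both. These 3 numbers are those printed in Fig. 6c, so that the paper's 493 and 826 match a count of expressed genes that holds no test of difference. Of these 493 genes 60 were called higher by limma, and of these 826 genes 118 were called lower.
Among called protein-coding genes with at least 5 FPKM in the higher group and no overlap between the groups, the 10 with the highest log2 fold changes included Cyp4a14, Ttr, Hpd, Cyp2d9, Rdh16f2, Serpina1a, Cyp2d26, Pck1 and G6pc, from 3.25 for Cyp4a14 to 2.63 for G6pc. Cyp4a14 (ENSMUSG00000028715, chromosome 4 of GRCm38, 115486200 to 115496142) encodes a fatty acid hydroxylase of the cytochrome P450 family. It was at 478 ± 208 FPKM (SD, n = 3) in β-catenin knockout mice and 47.8 ± 19.0 FPKM (SD, n = 3) in wild-type mice (standard error 0.40, adjusted p = 0.00973 from limma). All of those named kept their calls with each library left out. The 10 lowest were Gm8126, Ccl7, Timp1, Ccl12, Wfdc17, Cxcl9, Slfn1, Aldh1a2, Phf11b and Clec4a1, from −2.49 for Gm8126 to −2.04 for Clec4a1. Timp1 (ENSMUSG00000001131, chromosome X, 20870166 to 20874735), an inhibitor of matrix metalloproteinases, was at 23.2 ± 5.83 FPKM (SD, n = 3) against 139.5 ± 69.8 FPKM (SD, n = 3), a log2 fold change of −2.43 (standard error 0.39, adjusted p = 0.0155 from limma). Without wild-type replicate 2, the adjusted p was 0.0663 for Timp1, 0.0562 for Ccl12, 0.0565 for Phf11b, 0.0772 for Ccl7, 0.0768 for Wfdc17, 0.0733 for Cxcl9 and 0.0741 for Slfn1. Without knockout replicate 1 it was 0.0598 for Ccl7, 0.0642 for Wfdc17, 0.0726 for Cxcl9 and 0.0662 for Slfn1. Without knockout replicate 2 it was 0.0501 for Ccl7, 0.0596 for Wfdc17 and 0.0511 for Cxcl9, and without wild-type replicate 1 it was 0.0721 for Cxcl9. Gm8126, Aldh1a2 and Clec4a1 kept their calls with each library left out. Without a filter on low values the adjusted p was 0.0506 for Serpina1a, 0.0532 for Timp1, 0.0628 for Ccl7, 0.0634 for Wfdc17, 0.0710 for Cxcl9 and 0.0654 for Slfn1.
Fn1, which encodes fibronectin (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200), was at 14.8 ± 8.36 FPKM (SD, n = 3) in β-catenin knockout mice and 38.2 ± 4.37 FPKM (SD, n = 3) in wild-type mice. Its log2 fold change was −1.44 (standard error 0.34, adjusted p = 0.0409 from limma). The adjusted p was 0.0805 without knockout replicate 2, 0.0765 without knockout replicate 3, 0.112 without wild-type replicate 1, 0.121 without wild-type replicate 2, 0.0721 without wild-type replicate 3 and 0.103 without a filter on low values.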

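Of 28 measured genes of mitochondrial fatty acid oxidation, 20 were higher in β-catenin knockout mice after UUO, none was lower and 8 did not pass limma's test (27 higher when adjusted over the list alone). At an unadjusted p under 0.05, 27 were higher and 0 lower, as with limma's voom on the recovered reads. The median log2 fold change of the list was 0.90 (camera, adjusted p = 2.18e-14, and 0.396 with an estimated correlation), and 0.70 with FPKM rescaled to TPM. Acadm (ENSMUSG00000062908, chromosome 3 of GRCm38, 153922357 to 153944632) encodes the medium-chain acyl-CoA dehydrogenase. It was at 108 ± 26.0 FPKM (SD, n = 3) in β-catenin knockout mice and 47.7 ± 0.822 FPKM (SD, n = 3) in wild-type mice, a log2 fold change of 1.14 (standard error 0.18, adjusted p = 0.0153 from limma, and 0.0627 without wild-type replicate 2). Of 21 genes of peroxisomal fatty acid oxidation, 17 were higher (20 when adjusted over the list alone), with a median log2 fold change of 0.93 (camera, adjusted p = 1.12e-11, and 0.396 with an estimated correlation).
Of 36 nuclear genes of respiratory complex I, 8 were higher (34 when adjusted over the list alone, 18 with voom), with a median log2 fold change of 0.65 (camera, adjusted p = 9.43e-12, and 0.405 with an estimated correlation). Complexes II to V had 15 of 39 genes higher (35 when adjusted over the list alone, 26 with voom), with a median of 0.59 (camera, adjusted p = 3.31e-13, and 0.405 with an estimated correlation). At an unadjusted p under 0.05, 34 and 35 genes of these lists were higher. With FPKM rescaled to TPM, these medians were 0.45 and 0.39. In the tricarboxylic acid cycle 7 of 18 genes were higher (14 when adjusted over the list alone), with a median of 0.47 (0.26 with FPKM rescaled to TPM; camera, adjusted p = 1.21e-06, and 0.405 with an estimated correlation). Amino acid breakdown had 28 of 41 genes higher (35 when adjusted over the list alone) and a median of 0.79 (camera, adjusted p = 6.66e-17, and 0.396 with an estimated correlation). All 11 genes of gluconeogenesis and fructose use were higher (11 when adjusted over the list alone), with a median of 1.67 (camera, adjusted p = 1.57e-10, and 0.396 with an estimated correlation).
The numbers of called genes moved with single libraries, while the direction of each list's median stayed. With knockout replicate 1, 2 or 3 left out, 8, 7 and 27 genes of mitochondrial oxidation were called higher, and with wild-type replicate 1, 2 or 3 left out 7, 3 and 10. In the same order of libraries, the genes called higher numbered 8, 7, 20, 8, 2 and 11 in peroxisomal oxidation, and 2, 2, 27, 2, 0 and 3 in complex I. In complexes II to V 29 were called without knockout replicate 3 and 0 without any other single library. The tricarboxylic acid cycle had 1, 0, 10, 0, 0 and 1, amino acid breakdown 14, 15, 32, 13, 8 and 20, and gluconeogenesis 7, 7, 11, 6, 5 and 10.
Marker genes of the cells that carry out these processes moved as well. Of 22 proximal tubule markers 15 were higher (19 when adjusted over the list alone), with a median of 1.16 (camera, adjusted p = 9.91e-11, and 0.330 with an estimated correlation). With the same libraries left out in turn, 9, 5, 16, 4, 2 and 10 were called higher. Thick ascending limb markers had 4 of 11 higher (10 when adjusted over the list alone) and a median of 0.87 (camera, adjusted p = 8.64e-06, and 0.396 with an estimated correlation), with 2 called without wild-type replicate 2. Of 15 macrophage and monocyte markers 13 were lower (14 when adjusted over the list alone), with a median of −1.08 (camera, adjusted p = 7.8e-11, and 0.330 with an estimated correlation), and 4, 5, 12, 6, 3 and 11 were called lower with the libraries left out. Of 25 genes of fibrillar collagen and matrix 11 were lower (17 when adjusted over the list alone), with a median of −0.98 (camera, adjusted p = 2.47e-08, and 0.405 with an estimated correlation), and 13, 6, 8, 2, 1 and 8 with the libraries left out. Of 20 genes of chemokines and cytokines 5 were lower (9 lower and 1 higher when adjusted over the list alone), with a median of −1.09 (camera, adjusted p = 0.000458, and 0.405 with an estimated correlation), and 3, 1, 4, 4, 0 and 5 with the libraries left out. The median of this list was −0.56 without wild-type replicate 3 and −1.34 with FPKM rescaled to TPM, its extremes over the alternatives. With FPKM rescaled to TPM, the medians were 0.74 for peroxisomal oxidation, 0.70 for amino acid breakdown, 1.46 for gluconeogenesis, 0.96 for proximal tubule, 0.68 for thick ascending limb, −1.33 for macrophages and −1.28 for matrix.
In all, 26 of 48 lists passed camera's test with the preset correlation, 16 upward and 10 downward. With a correlation estimated from the 6 libraries none of them did (0 lists, lowest adjusted p = 0.330, and 3 lists at an unadjusted p under 0.05), while 16 lists passed Fisher's exact test. By limma's fry, which tests whether a list's genes move one way and does not compare them with other genes, 15 lists passed.

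**Figure D1:**
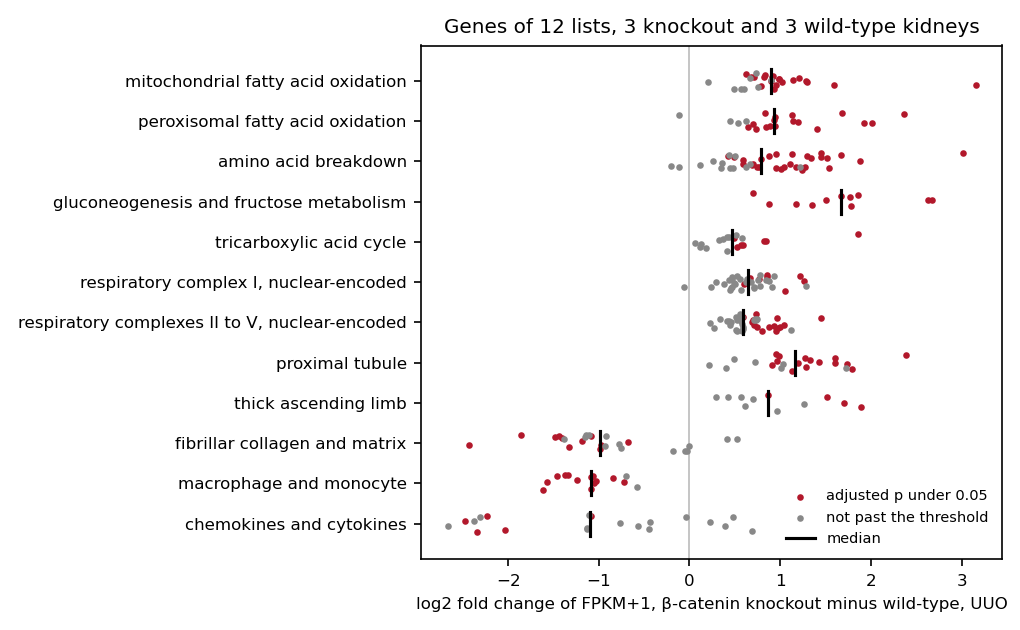
Log2 fold change (of FPKM + 1) between 3 β-catenin knockout and 3 wild-type mice after UUO for the measured genes of 12 gene lists. Each point is a gene, in red where the adjusted p from limma was under 0.05 and in gray otherwise, and a black bar marks the list's median, from 1.67 for gluconeogenesis and fructose use to −1.09 for chemokines and cytokines (−0.56 without wild-type replicate 3).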

GO and KEGG enrichment analysis showed β-catenin gene ablation was positively related to multiple metabolic processes, such as fatty acid metabolism, fatty acid oxidation, fatty acid β-oxidation, ATP metabolism, mitochondrial ATP synthesis and electron transport, etc (Fig. 6d, e). 

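A list of PPARα and its target genes, which shares members with the lists of fatty acid oxidation, held 35 genes measured in the kidneys of β-catenin knockout and wild-type mice after UUO. Of these, 25 were higher in β-catenin knockout mice and 10 did not pass limma's test (31 higher when adjusted over the list alone). The list's median log2 fold change was 1.22 (camera, adjusted p = 6.66e-17, and 0.396 with an estimated correlation), or 1.04 with FPKM rescaled to TPM. Left out in turn, knockout replicates 1, 2 and 3 gave 18, 13 and 28 genes called higher, and wild-type replicates 1, 2 and 3 gave 14, 6 and 21. Ehhadh, a peroxisomal enzyme of fatty acid oxidation, was at 259 ± 81.5 FPKM (SD, n = 3) in β-catenin knockout mice and 66.4 ± 15.6 FPKM (SD, n = 3) in wild-type mice. Its log2 fold change was 1.92 (standard error 0.28, adjusted p = 0.0132 from limma, and 0.0565 without wild-type replicate 2). Vnn1, another target, was at 84.0 ± 24.9 FPKM (SD, n = 3) against 19.0 ± 3.95 FPKM (SD, n = 3), a log2 fold change of 2.06 (standard error 0.25, adjusted p = 0.00908 from limma). Its call stayed with each library left out.
The gene of the receptor itself, Ppara (ENSMUSG00000022383), lies on chromosome 15 of GRCm38 from 85734983 to 85802819. It was at 9.82 ± 1.63 FPKM (SD, n = 3) in β-catenin knockout mice and 4.25 ± 3.10 FPKM (SD, n = 3) in wild-type mice. This log2 fold change of 1.21 (standard error 0.40) did not pass the test (adjusted p = 0.0941 from limma). It passed with voom on the recovered reads (adjusted p = 0.0470) and without wild-type replicate 3 (0.0264), and its adjusted p over all alternatives ran from 0.0264 to 0.201. Pparg had a log2 fold change of −0.47 (adjusted p = 0.126 from limma) at 0.956 FPKM in β-catenin knockout and 1.72 FPKM in wild-type mice. Ppargc1a, which encodes PGC-1α, had a log2 fold change of 0.22 (adjusted p = 0.451 from limma), and 0.014 without knockout replicate 3 and 0.024 with FPKM rescaled to TPM.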

Gene set enrichment analysis (GSEA) also demonstrated the PPARα pathway, an important pathway for energy metabolism, was upregulated in β-catenin knockout mice (Fig. 6f).

We further assessed FAO-related protein expression. As shown in Fig. 6g–m, p-ACC, CPT1A, PPARα, ACOX1, TOMM20, and PGC-1α protein levels were downregulated in UUO mice, but they were greatly restored when β-catenin was knockout. Nile red and adipose differentiation-related protein (ADRP) staining showed lipid accumulation in UUO mice, while β-catenin gene ablation blocked it (Fig. 6n). Consistently, immunostaining also showed CPT1A, PPARα, and PGC-1α, the key regulators for fatty acid metabolism, was also preserved in β-catenin knockout mice (Fig. 6o). Similar result was observed when ATP level was assessed (Supplementary Fig. S3).

### Ablation of β-catenin restores Sumoylation of LKB1 in UUO model

Through transcriptome profiling, we found LKB1-AMPK pathway and fatty acid metabolism, and also Sumo3 expression, were upregulated in β-catenin knockout mice (Fig. 7a). 

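Fig. 7a shows genes in blocks. In the deposited values of the 3 β-catenin knockout and 3 wild-type mice after UUO, the block of fatty acid metabolism held 15 genes, 13 of them with a positive log2 fold change, and 8 were called higher by limma. The block of the LKB1-AMPK pathway held 14 genes, 10 of them with a positive log2 fold change, and 3 were called higher: Prkaa2, Prkag1 and Slc25a20. The number called higher in the first block was 4, 2 and 9 without knockout replicates 1, 2 and 3 and 4, 2 and 6 without wild-type replicates 1, 2 and 3; in the second, in the same order of libraries, it was 0, 0, 4, 0, 0 and 1. With FPKM rescaled to TPM, 7 genes of the first block were called higher. In the second block 8 genes were then positive and 6 negative (Strada and Stradb changed sign), 1 was called higher and 1, Creb1, was called lower.
Acsl1 (ENSMUSG00000018796, chromosome 8 of GRCm38, 46471037 to 46536051), which encodes an acyl-CoA synthetase, was at 28.3 ± 3.74 FPKM (SD, n = 3) in β-catenin knockout mice and 11.1 ± 2.69 FPKM (SD, n = 3) in wild-type mice. Its log2 fold change of 1.29 (standard error 0.18, adjusted p = 0.0124 from limma) kept its call with each library left out. Cpt1a (ENSMUSG00000024900, chromosome 19, 3323301 to 3385732) was at 106 ± 15.1 FPKM (SD, n = 3) against 61.6 ± 14.7 FPKM (SD, n = 3), a log2 fold change of 0.79 (standard error 0.20, adjusted p = 0.0484 from limma). Its adjusted p was 0.133 without knockout replicate 1, 0.114 without knockout replicate 2, 0.116 without wild-type replicate 1 and 0.124 without wild-type replicate 2. It was also 0.104 without a filter on low values, 0.107 with FPKM rescaled to TPM, 0.0505 without a trend and 0.0648 with the replicate number as a block, and between 0.0285 and 0.133 over all alternatives. Acaa1b, Acaa2 and Hadh had log2 fold changes of 2.37, 1.29 and 0.90. Without wild-type replicate 2 their adjusted p was 0.0663 for Acaa1b, 0.0821 for Acaa2 and 0.0733 for Hadh, and without knockout replicate 2 it was 0.0503, 0.0639 and 0.0514. Hadh did not pass without knockout replicate 1 either (0.0629). Without wild-type replicate 1 the adjusted p was 0.0507 for Acaa2 and 0.0614 for Hadh, and without wild-type replicate 3 it was 0.0546 and 0.0588. Without a filter on low values none of the 3 passed, with an adjusted p of 0.0538 for Acaa1b, 0.0618 for Acaa2 and 0.0576 for Hadh.
LKB1 is encoded by Stk11 (ENSMUSG00000003068, chromosome 10, 80115803 to 80130682). Stk11 was at 28.3 ± 4.65 FPKM (SD, n = 3) in β-catenin knockout mice and 19.6 ± 1.70 FPKM (SD, n = 3) in wild-type mice, a log2 fold change of 0.50 (standard error 0.15) that did not pass the test (adjusted p = 0.0700 from limma). It passed with voom on the recovered reads (adjusted p = 0.0495) and without knockout replicate 3 (0.0248), within a range of 0.0248 to 0.201 over the alternatives. Prkaa2 (ENSMUSG00000028518, chromosome 4, 105029874 to 105109890), which encodes the α2 subunit of AMPK, was at 20.2 ± 0.628 FPKM (SD, n = 3) against 12.8 ± 2.18 FPKM (SD, n = 3). Its log2 fold change was 0.63 (standard error 0.13, adjusted p = 0.0304 from limma). The adjusted p was 0.0909 without knockout replicate 1, 0.0811 without knockout replicate 2, 0.0883 without wild-type replicate 1, 0.0931 without wild-type replicate 2, 0.0659 without a filter on low values, and 0.121 with FPKM rescaled to TPM, the highest over the alternatives. Prkaa1, for the α1 subunit, had a log2 fold change of −0.26 (adjusted p = 0.237 from limma; −0.36 to −0.16 with each library left out). Prkag1, for the γ1 subunit, had 0.64 (adjusted p = 0.0236 from limma) and Slc25a20, a mitochondrial carrier, 0.82 (adjusted p = 0.0478 from limma). Both lost their calls without each library other than knockout replicate 3: the adjusted p was 0.0717 and 0.125 without knockout replicate 1, 0.0700 and 0.116 without knockout replicate 2, 0.0741 and 0.103 without wild-type replicate 1, 0.0763 and 0.143 without wild-type replicate 2, and 0.0537 and 0.0800 without wild-type replicate 3. Without a filter it was 0.0572 and 0.107, and Slc25a20 did not pass with FPKM rescaled to TPM (0.0641), without a trend (0.0542) or with the replicate number as a block (0.0775) either. Creb1 had a log2 fold change of −0.45 that did not pass the test (adjusted p = 0.0558 from limma). It passed under some alternatives (0.0403 with FPKM rescaled to TPM, 0.0488 with a filter at 1 FPKM, 0.0299 with voom and 0.0358 without knockout replicate 3), and its adjusted p was up to 0.160 over the alternatives.
Sumo3 (ENSMUSG00000020265, chromosome 10, 77606097 to 77618331) was at 29.2 ± 2.52 FPKM (SD, n = 3) in β-catenin knockout mice and 21.8 ± 2.15 FPKM (SD, n = 3) in wild-type mice. Every β-catenin knockout mouse had more Sumo3 than every wild-type mouse, and its log2 fold change was 0.40 (standard error 0.12, adjusted p = 0.0749 from limma). Without knockout replicate 3 its adjusted p was 0.0494, and over the alternatives it ran from 0.0494 to 0.294. Sumo2 had a log2 fold change of −0.93 (standard error 0.95, adjusted p = 0.548 from limma), with reads that moved against those of a processed pseudogene of identical sequence, Gm10241, from library to library.
From the transcriptome profiles of the β-catenin knockout mice, the paper states that the LKB1-AMPK pathway, fatty acid metabolism and Sumo3 were upregulated (Fig. 7a).

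**Figure D2:**
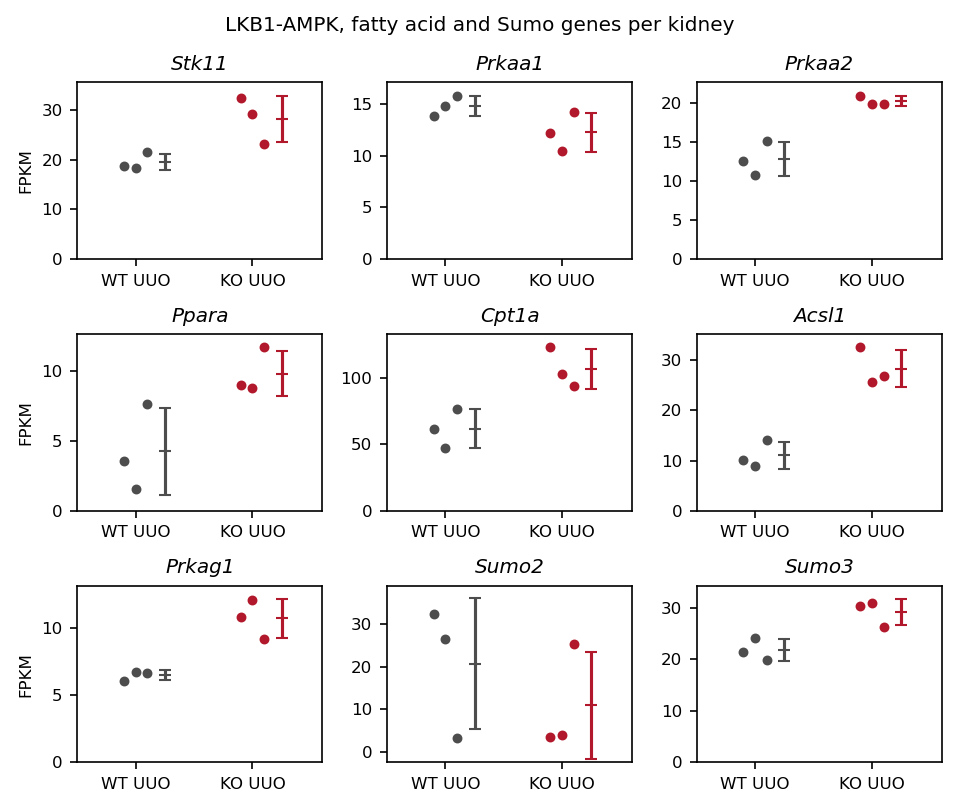
Expression (FPKM) of 9 genes in 3 wild-type (gray) and 3 β-catenin knockout (red) kidneys after UUO. Points are mice, bars with lines are the mean ± SD, and the groups do not overlap for Stk11 or Sumo3, while those of Sumo2 do.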

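Genes of the LKB1-AMPK complex were also compared as a list between the β-catenin knockout and wild-type mice after UUO. Of its 12 measured genes 2 were higher in β-catenin knockout mice (Prkaa2 and Prkag1) and 10 did not pass limma's test (3 higher when adjusted over the list alone). Its median log2 fold change was 0.19, or −0.0039 with FPKM rescaled to TPM. The list did not pass camera's test (adjusted p = 0.0986, and 0.405 with an estimated correlation), and it passed with no filter on low values (0.0213), within a range of 0.0213 to 0.405 over the alternatives that used camera. Fisher's exact test gave 0.599. By limma's fry, which tests whether a list's genes move one way and does not compare them with other genes, the adjusted p was 0.0102. Without knockout replicate 3 the number of its genes called higher was 3, without wild-type replicate 3 it was 1, and without any other single library it was 0.
Fatty acid and triglyceride synthesis had 4 of 24 measured genes higher (7 when adjusted over the list alone) and a median log2 fold change of 0.28, or 0.098 with FPKM rescaled to TPM (camera, adjusted p = 0.000351, and 0.405 with an estimated correlation). The number called higher was 2 without knockout replicate 1, knockout replicate 2 or wild-type replicate 2, and 9 without knockout replicate 3. Of 12 genes of the lipid droplet coat and of lipolysis 3 were higher (7 when adjusted over the list alone), with a median of 0.57, from 0.51 to 0.91 over the alternatives (camera, adjusted p = 0.000288, and 0.405 with an estimated correlation). Since this list mixes both kinds of gene, its rise does not show whether more or less lipid was stored. The number called was 6 without knockout replicate 3 and 1 without wild-type replicate 2.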

GSEA analysis also demonstrated gene ablation of β-catenin upregulated LKB1-AMPK signaling and enhanced fatty acid metabolism (Fig. 7b). Sumo genes expression was also assessed by qPCR analysis. As shown in Fig. 7c, Sumo1–3 mRNA levels, especially Sumo3, were all significantly decreased in UUO mice, but restored by β-catenin gene ablation. Furthermore, immunostaining was used for the detection of Sumo3 and β-catenin (Fig. 7d). As shown, Sumo3 expression decreased in UUO mice, while β-catenin knockout preserved it. We also assessed Sumo ligases by qPCR and found β-catenin ablation restored all those genes' expression (Supplementary Fig. S3).

**Fig. 7:**
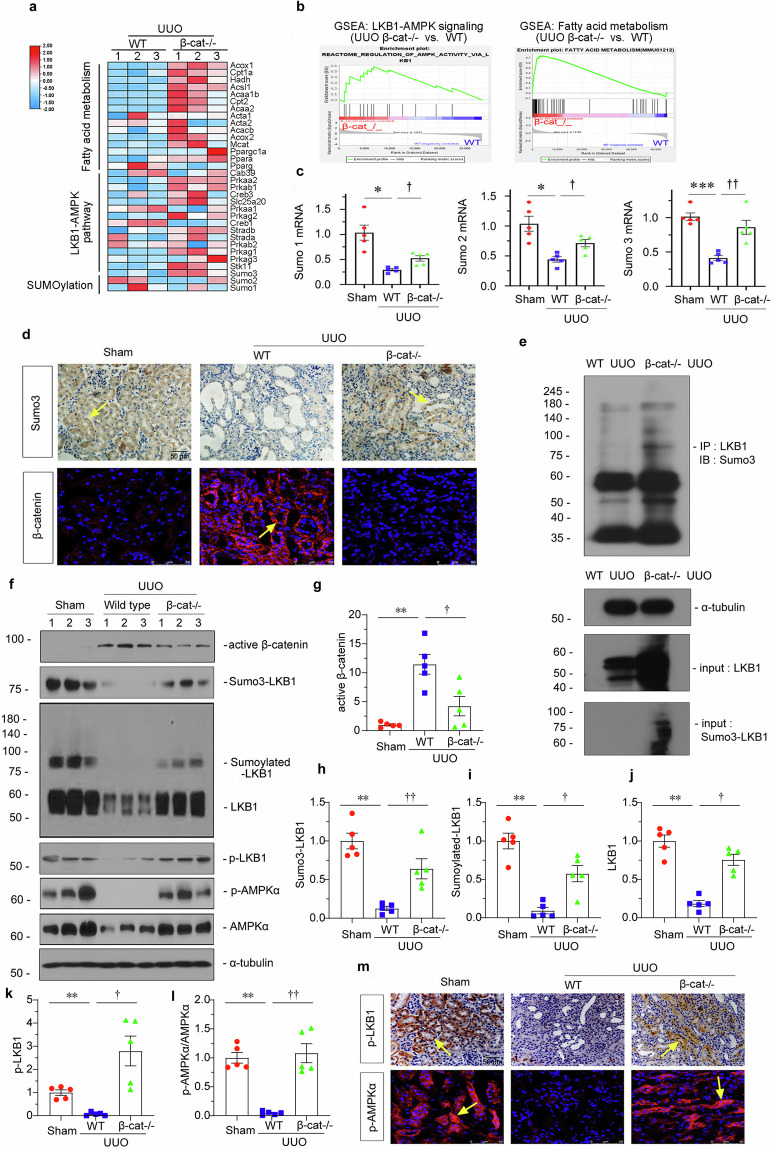
Ablation ofβ-catenin restores Sumoylation of LKB1 in UUO model. **a** Gene expression profiling by RNA-seq showing differential gene clustering of kidney from different groups. Numbers (1–3) indicate each individual animal in a given group. **b** GSEA analysis showing the LKB1-AMPK signaling and fatty acid metabolism increased in β-catenin^−/−^ UUO group compared with wildtype UUO group. **c** Quantitative real-time PCR analyses showing mRNA levels of Sumo1, Sumo2 and Sumo3 in different groups. *P < 0.05, ***P < 0.001 versus sham controls; ^**†**^*P* < 0.05, ^**††**^*P* < 0.01 versus WT UUO group (*n* = 5). **d** Representative micrographs showing renal expression of Sumo3 (upper) and β-catenin (bottom) in different groups. Paraffin and frozen sections of mice kidneys were stained with antibodies against Sumo3 or β-catenin, respectively. Arrows indicate positive staining; scale bar: 50 µm. **e** Immunoprecipitation showing the binding of Sumo3 to LKB1 in β-catenin^−/−^ UUO group or wildtype UUO group. Cell lysates were IP with anti-LKB1, followed by IB with anti-Sumo3. Total diluted lysates were used as input. **f–l** Representative western blotting and quantitative data showing the expression of active β-catenin, Sumo3-LKB1, Sumoylated-LKB1, LKB1, p-LKB1, and p-AMPKα/AMPKα in different groups. **P < 0.01 versus sham controls; ^**†**^*P* < 0.05, ^**††**^*P* < 0.01 versus WT UUO mice (*n* = 5). **m** Representative micrographs showing immunohistochemical and immunofluorescence staining of p-LKB1 (upper) and p-AMPKα (bottom). Paraffin and frozen sections were stained with antibodies against p-LKB1 or p-AMPKα. Arrows indicate positive staining; scale bar: 50 µm. The data were analyzed by using one-way ANOVA.

The binding of Sumo3 with LKB1 in β-catenin knockout mice was further demonstrated by immunoprecipitation (Fig. 7e). Furthermore, western blotting was adopted to demonstrate LKB1 Sumoylation and LKB1-AMPK signals. As shown, UUO surgery inhibited Sumo3-LKB1, LKB1 Sumoylation, p-LKB1, LKB1, p-AMPKα, and AMPKα protein levels, however, β-catenin knockout mice greatly preserved them (Fig. 7f–l). Similar results were observed when p-LKB1 and p-AMPKα were assessed by immunostaining (Fig. 7m). These results further demonstrated that β-catenin inhibits LKB1 Sumoylation.

### Sumo3-mediated LKB1 Sumoylation alleviates renal fibrosis through upregulating fatty acid metabolism

UIRI mice performed intravenous injection of Wnt1 expression plasmid (pHA-Wnt1) or co-treated with Sumo3 expression plasmid (pCMV-Sumo3). Wnt1 is a typical ligand for triggering β-catenin activation, and also a secreted factor which could diffuse to neighboring cells. Hence, we injected mice with Wnt1 expressing plasmid to induce endogenous β-catenin activation. The experimental design is presented in Fig. 8a. The efficacy of Wnt1 or Sumo3 overexpression was confirmed by immunohistochemistry or immunofluorescence (Supplementary Fig. S1).

**Fig. 8:**
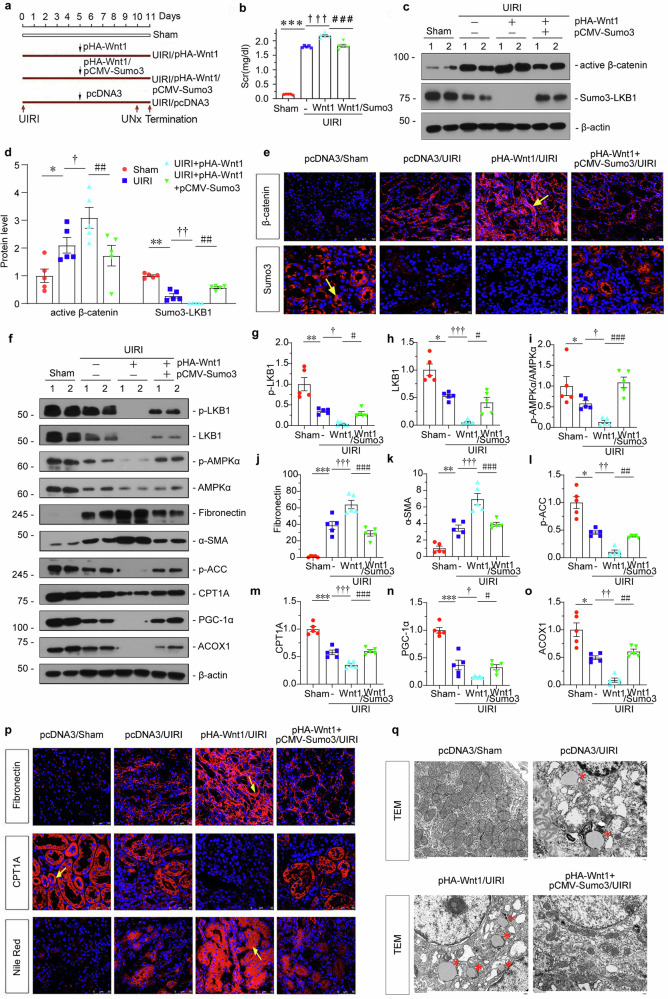
Sumo3-mediated LKB1 Sumoylation alleviates renal fibrosis through upregulating fatty acid metabolism. **a** Diagram showing the experimental design. Black arrows indicate intravenous injections of pcDNA3, Wnt1 overexpression plasmid (pHA-Wnt1) or Sumo3 overexpression plasmid (pCMV-Sumo3). Red arrows indicate the time points undergoing UIRI, unilateral nephrectomy surgery (UNx) and sacrifice. **b** Quantitative data showing the serum creatinine levels in different groups. *** *P* < 0.001 versus sham controls; ^**†††**^*P* < 0.001 versus UIRI; ^###^*P* < 0.001 versus UIRI + pHA-Wnt1 (*n* = 5). **c** and **d** Representative western blotting and quantitative data showing protein expression of active β-catenin and Sumo3-LKB1 in different groups. Numbers (1–2) indicate individual animals in a given group. *P < 0.05, **P < 0.01 versus sham controls; ^**†**^*P* < 0.05, ^**††**^*P* < 0.01 versus UIRI; ^##^*P* < 0.01 versus UIRI + pHA-Wnt1 (*n* = 5). **e** Representative immunofluorescence micrographs showing renal β-catenin and Sumo3 expression in different groups. Frozen and paraffin sections were stained with antibodies against β-catenin or Sumo3. Arrows indicate positive staining; scale bar: 50 µm. **f–o** Representative western blotting and quantitative data showing protein expression of p-LKB1, LKB1, p-AMPKα/AMPKα, Fibronectin, α-SMA, p-ACC, CPT1A, PGC-1α and ACOX1 in different groups. Numbers (1–2) indicate individual animals in a given group. *P < 0.05, **P < 0.01, ***P < 0.001 versus sham controls; ^**†**^*P* < 0.05, ^**††**^*P* < 0.01, ^**†††**^*P* < 0.001 versus UIRI; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 versus UIRI + pHA-Wnt1 (*n* = 5). **p** Representative immunofluorescence staining of Fibronectin (upper), CPT1A(middle) and Nile Red (bottom) in different groups. Frozen and paraffin sections were stained for Fibronectin or CPT1A expression and lipid accumulation (Nile Red). Arrows indicate positive staining; scale bar: 50 µm. **q** The electron microscopy image shows lipid droplets in different groups. Red stars indicate lipid droplets; scale bar: 2 µm. The data were analyzed by using one-way ANOVA.

As shown in Fig. 8b, serum creatinine (Scr) level was significantly elevated in UIRI mice, but was further augmented by overexpression of Wnt1, however, co-treatment with Sumo3 inhibited it. The activation of β-catenin was induced, and Sumo3 was inhibited in UIRI mice, which was further exacerbated by ectopic Wnt1. However, overexpression of Sumo3 inhibited these effects (Fig. 8c–e). p-LKB1, LKB1, p-AMPKα, and AMPKα were further decreased by overexpression of Wnt1 in UIRI mice but were significantly reversed by overexpression of Sumo3 (Fig. 8f–i). Furthermore, as shown in Fig. 8f and j, k, Fibronectin and α-SMA were upregulated in UIRI mice, and further exacerbated by overexpression of Wnt1, but this was largely blocked by co-treatment with Sumo3. We then assessed the expression of metabolism-related proteins and found overexpression of Wnt1 further exacerbated the loss of p-ACC, CPT1A, PGC-1α, and ACOX1, but these effects were abolished by ectopic expression of Sumo3 (Fig. 8f, l–p). Similar results were observed when Fibronectin and CPT1A were examined by immunofluorescence (Fig. 8p). Lipid deposition was assessed by Nile red staining. As shown in Fig. 8p, Sumo3 blocked Wnt1-aggravated lipid accumulation. Transmission electron microscopy (TEM) analysis further clearly presented that Wnt1 overexpression-triggered lipid droplets were largely blocked by Sumo3 (Fig. 8q). ATP production assay showed that Sumo3 promoted ATP generation (Supplementary Fig. S1). This further suggested that Sumo3-mediated LKB1 Sumoylation plays a key role in regulating fatty acid metabolism and alleviating renal fibrosis.

### Sumo3 negatively correlates with the progression of CKD

We then adopted kidney biopsies from patients with IgA nephropathy (IgAN) at CKD1–5 stages. Sumo3, p-LKB1 expression and Masson’s trichrome (Masson) staining were assessed. Both Sumo3 and p-LKB1 proteins were mainly expressed in tubules in normal kidneys but also expressed in interstitium and glomeruli to a lesser extent. As shown, compared to the strongly positive signal in normal human kidneys, Sumo3 or p-LKB1 was decreased in CKD (Fig. 9a–c). With the progression of CKD, Sumo3 and p-LKB1 decreased gradually. There was a negative correlation between Sumo3 or p-LKB1 expression and kidney fibrosis (Fig. 9d, e). The staining on sequential sections further claimed, in healthy controls, a simultaneous expression of Sumo3 and p-LKB1 in many areas of renal tubules (Fig. 9f). But both Sumo3 and p-LKB1 showed the decreasing trend in same tubules in IgAN kidney (Fig. 9g). Furthermore, in healthy controls, Sumo3-positive tubules showed no expression of β-catenin (Fig. 9h). While in IgAN kidney, Sumo3 was lost in tubules with an increased expression of β-catenin (Fig. 9i). These results further suggest the negative regulation between Sumo3 and β-catenin, and Sumoylated LKB1 correlated with the progression of CKD.

**Fig. 9:**
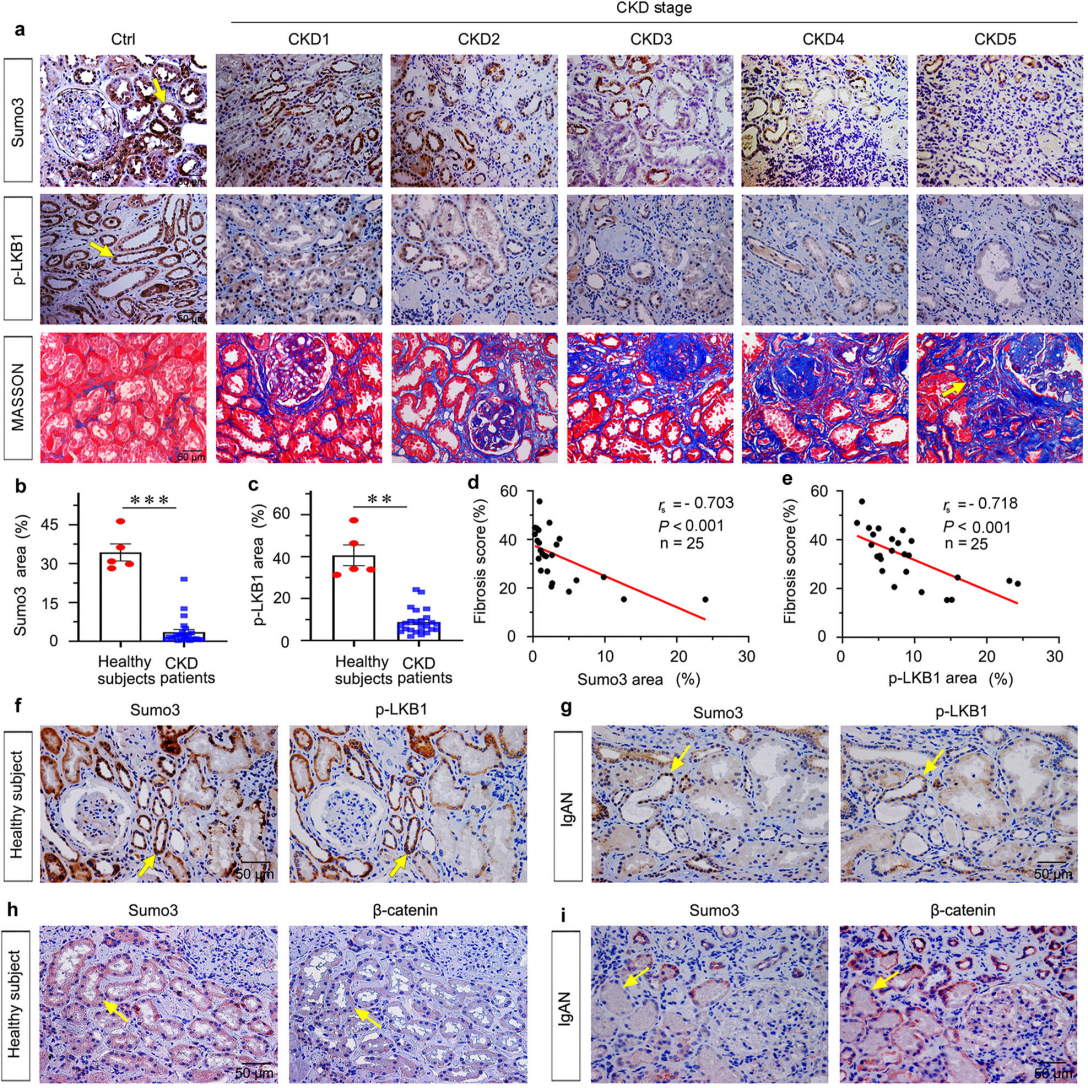
Sumo3 negatively correlates with the progression of CKD. **a** Representative micrographs showing renal expression of Sumo3 (upper) and p-LKB1 (middle) and Masson staining (bottom) to identify collagen deposition in healthy subjects and patients with IgA nephropathy from CKD1 to 5 stages. Paracancerous kidney tissue was used as healthy subjects. Arrows indicate positive staining (scale bar: 50 µm). **b** Quantitative analysis of immunohistochemical staining of Sumo3 in patients with CKD and healthy subjects. *n* = 5 (healthy subjects); *n* = 25 (CKD patients). ***P < 0.001 versus healthy subjects. **c** Quantitative analysis of immunohistochemical staining of p-LKB1 in patients with CKD and healthy subjects. *n* = 5 (healthy subjects); *n* = 25 (CKD patients). **P < 0.01 versus healthy subjects. **d** Linear regression showing the Spearman correlation coefficient (*r*_*s*_) and *P* value between Sumo3 and fibrosis score from CKD patients, respectively. *n* = 25. **e** Linear regression showing the Spearman correlation coefficient (*r*_s_) and *P* value between p-LKB1 and fibrosis score from CKD patients, respectively. *n* = 25. **f**, **g** Representative micrographs showing simultaneous staining of Sumo3 and p-LKB1 in kidney sections from healthy subjects or from IgA nephropathy patient. Sequential paraffin-embedded sections were subjected to stain with antibodies against Sumo3 or p-LKB1. Arrow indicates positive staining; scale bar: 50 µm. **h**, **i** Representative micrographs showing interlaced staining of Sumo3 and β-catenin in kidney sections from healthy subjects or from IgA nephropathy patients. Sequential paraffin-embedded sections were stained with antibodies against Sumo3 or β-catenin. Arrows indicate positive staining; scale bar: 50 µm. The data were analyzed by using Student’s *t*-test or Spearman correlation analysis.

### Fatty acid metabolism disorders play a central role in renal fibrosis and are closely related to β-catenin

In order to determine the critical role of β-catenin in modulating fatty acid metabolism, we examined the expression of CPT1A and PPARα, markers for fatty acid metabolism, in various clinical nephropathies. As shown in Fig. 10a–c, both CPT1A and PPARα proteins were predominantly localized in tubules, but less expressed in the interstitium and glomeruli in normal kidneys. Compared to the strongly positive signal in normal kidneys, CPT1A and PPARα were decreased in kidney biopsies from patients with CKD, including IgAN, membranous nephropathy (MN), lupus nephritis (LN) and diabetic nephropathy (DN).

**Fig. 10:**
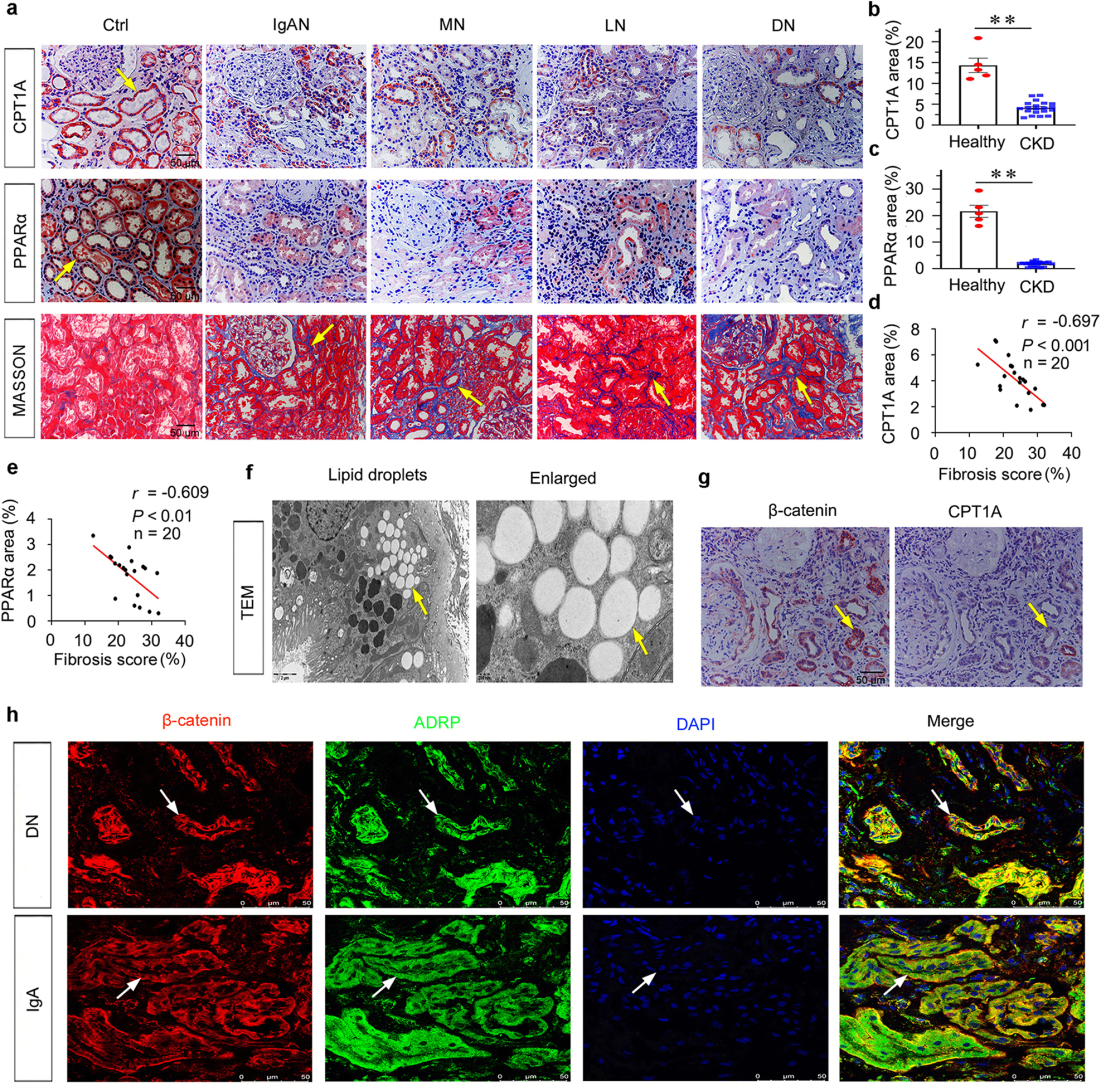
Fatty acid metabolism disorders play a central role in renal fibrosis and are closely related to β-catenin. **a** Representative micrographs showing renal expression of CPT1A (upper), PPARα (middle), as well as Masson staining (bottom) in healthy subjects and different patients with CKD. Human renal biopsy sections were obtained from healthy subjects (paracancerous tissue) and patients with IgA nephropathy (IgAN), membranous nephropathy (MN), lupus nephritis (LN), and diabetic nephropathy (DN). Arrows indicate positive staining (scale bar: 50 µm). **b** Quantitative analysis of immunohistochemical staining of CPT1A in patients with CKD and healthy subjects. *n* = 5 (healthy subjects); *n* = 20 (CKD patients). **P < 0.01 versus healthy subjects. **c** Quantitative analysis of immunohistochemical staining of PPARα in patients with CKD and healthy subjects. *n* = 5 (healthy subjects); *n* = 20 (CKD patients). **P < 0.01 versus healthy subjects. **d** Linear regression showing the Pearson correlation coefficient (*r*) and *P* value between CPT1A and fibrosis score from CKD patients, respectively. *n* = 20. **e** Linear regression showing the Pearson correlation coefficient (*r*) and *P* value between PPARα and fibrosis score from CKD patients, respectively. *n* = 20. **f** Representative transmission electron microscopy (TEM) images showing the lipid droplets in renal tubular epithelial cells in a patient with diabetic nephropathy. Arrows indicate positive staining; scale bar: 2 µm. **g** Representative micrographs showing the staggered localization of CPT1A and β-catenin in a patient with IgA nephropathy. Sequential kidney paraffin sections were stained with antibodies against β-catenin or CPT1A. Arrows indicate positive staining; scale bar: 50 µm. **h** Representative micrographs showing co-localization of β-catenin and ADRP in patients with IgAN and diabetic nephropathy (DN). Kidney frozen sections were stained for β-catenin (red) and ADRP (green) by immunofluorescence. Arrows indicate positive staining; scale bar: 50 µm. The data were analyzed by using Student’s t-test or Pearson correlation analysis.

We further assessed fibrotic lesions and found that there was a negative correlation between CPT1A or PPARα expression and renal fibrosis (Fig. 10a, d and e). Lipid droplets, in the kidney of CKD patients, were observed by electron microscopy (Fig. 10f). We further identified β-catenin-positive tubules with a loss of CPT1A (Fig. 10g). Furthermore, β-catenin upregulation was accompanied by an increase in ADRP, a lipid droplets marker, in various CKD patients’ kidneys (Fig. 10h). These results further identified β-catenin negatively controls FAO metabolism to contribute renal fibrosis.

## Discussion

Kidney fibrosis is a common pathological process in all types of CKD, affecting more than 10% of the population in the world [26, 27]. Of note, there are no effective strategies to cure renal fibrosis except renal replacement therapies such as dialysis or transplantation. However, the high costs of these therapies lead to huge economic burdens on healthcare [26–29]. Hence, finding a new therapeutic approach is critical for nephrologists. The best solution for this is to elucidate the pathogenesis of renal fibrosis, which is still a huge mystery [26, 30].

Renal tubular epithelial cells, which constitute the vast majority of kidney parenchyma, undertake a variety of physiological functions such as reabsorption of glucose, ions, proteins, and secretion of small molecular substances. Thereby, they possess a huge energy demand. Compared to glucose, renal tubular cells, especially proximal tubular cells (PTCs), are prone to metabolize fatty acids for their high efficiency in ATP production to meet high energy consumption [7, 11, 31]. Defects of fatty acid oxidation in renal tubular epithelial cells strongly promote lipotoxicity and renal tubulointerstitial fibrosis [7, 31]. The excessive free fatty acid could not only lead to the deposition of triacylglycerols in non-adipose tissue, but can also cause tissue or organ injury by triggering a series of damaging signals, such as the production of reactive oxygen species, apoptosis, pro-fibrogenesis, and pro-inflammation [7, 26, 32–36]. However, the underlying mechanisms of fatty acid metabolism disorders in the kidney remain elusive.

In the present study, we found that β-catenin, a detrimental signal for renal fibrosis, negatively regulates fatty acid metabolism in the kidney, which stimulates lipid accumulation. We further found that β-catenin regulates Sumoylated LKB1 by inhibiting Sumo3. The relationship between β-catenin and LKB1 Sumoylation was also identified in CKD patients, further suggesting the critical role of this signaling pathway. Therefore, we found a new mechanism of renal fibrosis that is highly involved in energy metabolism dysfunction in the kidney.

Interestingly, several studies have reported Sumo proteins exhibit rapid upregulation, followed by a subsequent return to normal levels in AKI models, reflecting an early response of tubular cell impairment [25]. In this work, we found a profound downregulation of Sumo proteins in both CKD models of UIRI and UUO mice, which may contribute to renal fibrosis. However, the key hypo-Sumoylated proteins in CKD should be identified. Although Sumoylation has been implicated in kidney fibrosis through regulating the TGF‐β and HIF‐1α pathway [37], we found LKB1 Sumoylation was strongly inhibited in this study. As the master controller for energy metabolism, LKB1 has been found to be fundamental for tubular cell energy control and cellular homeostasis [38]. LKB1 serves as an upstream kinase of AMPK, which is tightly regulated by post-translational modifications. For example, LKB1 can be phosphorylated by kinases like PKA, PKC, and ATM, specifically at Ser428, which promotes its binding and activation to AMPK [39, 40]. On the other hand, the Sumoylation of LKB1 is also crucial for its ability to enhance AMPK activity, thereby promoting cell energy metabolism [18]. Notably, Sumoylation is crucial to protein stability through Sumo molecules binding to targeted proteins. In this study, we found Sumo(s)-bond LKB1 protein was highly decreased, and importantly, β-catenin intimately regulates it.

β-catenin is the downstream effector of canonical Wnt signaling and is a versatile player in kidney injury and repair [41]. In the osteoblasts, Wnt-Lrp5 signaling, by way of activating β-catenin, regulates fatty acid β-oxidation [42]. The role of β-catenin in the regulation of fatty acid metabolism in the kidney has not been reported yet. In other organ studies, scientists find β-catenin inhibits LKB1 [22] to control cell fate [23]. However, it is still unknown whether β-catenin regulates fatty acid metabolism in the kidney through modulating LKB1-AMPK signaling.

In our study, we found that β-catenin-controlled Sumo modification of LKB1 plays a key role in energy metabolism in renal tubular cells during renal fibrosis. There are several lines of evidence supporting this finding. First of all, overexpression of Wnt/β-catenin signaling, in vivo and in vitro, inhibited LKB1 Sumoylation and disrupted fatty acid metabolism. While tubular cell-specific ablation of β-catenin preserved LKB1 Sumoylation, and restored fatty acid metabolism. Furthermore, large amounts of results demonstrated β-catenin modulates LKB1 Sumoylation by inhibiting Sumo3 expression. In addition, the supplementation of Sumo3 restored fatty acid metabolism and retarded renal fibrosis. Finally, in CKD patients, we found an intimate correlation among Sumo3, LKB1, and lipid depletion. These findings highlight a pivotal role of β-catenin in the setting of lipid metabolism through regulating Sumo modification of LKB1.

Another novel and interesting discovery, in this study is that only Sumo3 could completely restore LKB1 under the circumstance of β-catenin overexpression in renal tubular epithelial cells. Furthermore, Sumo3 greatly triggered the activation of p-AMPKα, and thus enhanced fatty acid metabolism. Reports showed Sumo modification of LKB1 on Lys178 mediates its localization and activation in tumor cells [18, 43]. Besides that, in renal tubular cells, we found Sumoylated residues of LKB1 are located at both Lys178 and Lys235 residues, suggesting the significant importance of Sumoylation of LKB1 in kidney cells. Additionally, we found fatty acid metabolism disorders are positively correlated with kidney fibrogenesis in CKD patients, consistent with previous studies [7, 11, 31]. This further implies that modulating LKB1 Sumoylation would be a more effective way to regulate energy metabolism during CKD, which is a potential approach to protect against lipotoxicity and renal fibrosis.

There are some limitations in this study. Ksp(Cadherin-16)-cre mice have some shortcomings, which mostly show gene ablation in collecting ducts, loops of Henle and distal tubules, and also exhibit gene deletion in proximal tubules to some extent [44]. From our studies, we can see under the control of Ksp-cre, β-catenin was deleted in collecting ducts and distal tubules and also was ablated in proximal tubules to some extent. Although proximal tubules mainly rely on FAO to supply energy, the TAL and cortical collecting ducts also depend on FAO to meet their energy demand [45]. Hence, we thought Ksp-cre mice were suitable for our study. However, we admit that using a proximal tubule-specific mouse model would be better, and this will be considered in future studies. Moreover, considering the adjacent expression of Cadherin-16 and β-catenin [46], it would be better to use Ksp-cre mice as wild-type controls to exclude these confounding factors in future studies.

Another limitation is that we did not adopt frozen kidney sections from CKD patients to assess the co-localization of Sumo3 and LKB1. However, due to the difficulties in acquiring and preserving the frozen sections from patients, we adopted sequential paraffin-embedded sections for detecting the co-expression of LKB1 and Sumo3 in the same tubules, which is a good substitute for testing two proteins in one frozen section. In the future, more frozen sections should be used to demonstrate the co-localization of Sumo and LKB1 with an image-overlapping study.

In summary, we found a new mechanism of fatty acid metabolism dysfunction in renal fibrosis. Furthermore, we found that β-catenin controls lipid metabolism through regulating LKB1 Sumoylation. Sumo3, as a downstream target of β-catenin, could be a potential therapeutic target in fighting against renal fibrosis.

## Methods and materials

### Human kidney biopsy samples

All human kidney biopsy specimens were collected from patients with CKD at the Fifth Affiliated Hospital of Sun Yat-sen University following the provision of written consent. The demographic and clinical data are presented in Supplementary Table S1. Human specimens were obtained from kidney biopsies with pathological diagnosis. All studies involving human kidney biopsy samples were approved by the Ethics Committee on Human Subjects of the fifth affiliated hospital of Sun Yat-Sen University (2023-K136-1).

### Animal models

Male C57BL/6 mice aged 6–8 weeks were purchased from the Experimental Animal Center of Southern Medical University (Guangzhou, China). Tubular epithelial cells-specific β-catenin conditional knockout mice (Ksp-β-catenin^−/−^) were purchased from Cyagen Biosciences (Guangzhou, China), which were created by mating β-catenin floxed mice with Ksp-cre transgenic mice. The stock number was CKOCMP-12387-Ctnnb1-B6N-VA. The genotyping of tail DNA samples was performed by PCR protocol according to the manufacturer’s instructions as previously reported [36]. For the UUO model, after a midline abdominal incision, the left ureter was dissociated from the surrounding tissues and mice received permanent ligation at the opening of the renal pelvis and the upper third of the ureter. For the UIRI model, mice were randomly grouped before surgery. The left renal pedicle was clipped with a noninvasive arterial clip for 30 min, and the body temperature was maintained at 37.8 °C. On the 10th day of surgery, the right kidney was excised, and the mice were sacrificed on the 11th day of surgery. In vivo, expression of Sumo3 or Wnt1 in mice was performed using a hydrodynamic-based gene delivery approach. The detailed experimental designs are shown in Fig. 8a. The animal experiments were authorized by the Animal Ethics Committee of Southern Medical University, Guangzhou, China (NFYY-20230704-001).

### Transmission electron microscopy

To assess kidney tubular epithelial lipid accumulation, the handling of electron microscopic samples was performed according to procedures established at the KingMed Center. In brief, the kidney cortex was collected and fixed in 1.25% glutaraldehyde/0.1 M phosphate buffer, then ultrathin sections (60 nm) were prepared, and slides were examined under an electron microscope (JEM-1400 PLUS, Tokyo, Japan).

### Determination of serum creatinine

Serum creatinine (Scr) was determined by an automatic chemistry analyzer. The Scr was expressed as milligrams per deciliter.

### Nile red staining

Nile red staining was according to the manufacturer’s instructions. In brief, HKC-8 cells cultured on coverslips were fixed with 2% formaldehyde for 10 min at room temperature. Firstly, wash the slides two times with PBS, then wash the slides with PBS containing 0.1% Tween 20 for 5 min. Secondly, decant extra liquid on the slides. Finally, add PBS containing both Nile red (1 μg/ml) and DAPI (1 μg/ml) on the slides and incubate in the dark room for 10 min. All images were taken by confocal microscopy (Leica TCS SP2 AOBS, Leica Microsystems, Buffalo Grove, IL).

### Cell culture and treatment

Human proximal tubular epithelial cells (HKC-8) culture was performed according to procedures described previously [47]. HKC-8 cells were incubated with TGF-β (2 ng/ml) or transfected with stabilized β‐catenin expression vector (pDel‐β‐catenin), human Sumo1 expression plasmid (pCMV-Sumo1), human Sumo2 expression plasmid (pCMV-Sumo2), as well as human Sumo3 expression plasmid (pCMV-Sumo3) using Lipofectiamine 2000. Some cells were transfected with pDel‐β‐catenin alone or with pCMV-Sumo3, or co-treated with etomoxir (40 μM, HY-50202; MCE) for 18 h, and then all added with Sodium oleate (200 μM, HY-N1446B; MCE) for 24 h as previously reported [48, 49]. Whole-cell lysates were prepared and subjected to real‐time PCR or Western blotting analyses. Some cells were also tested by immunofluorescence staining, Nile Red staining, chromatin immunoprecipitation, co-immunoprecipitation or luciferase analyses.

### Western blotting analysis

Protein expression was analyzed by western blotting analysis as described previously [37]. The following primary antibodies were used: anti-β-catenin (BD Biosciences, Cat. #610154, 1:2000), anti-Sumo1 (Cell Signaling Technology, Cat. #4930s, 1:1000), anti-Sumo2/3 (Cell Signaling Technology, Cat. #4971s, 1:1000), anti-Sumo3 (Abcam, Cat. #ab203570, 1:1000), anti-LKB1 (Santa Cruz Biotechnology, Cat. #sc-32245, 1:1000), anti-p-LKB1 (Cell Signaling Technology, Cat. #3482s, 1:1000), anti-AMPKα (Cell Signaling Technology, Cat. #2532s, 1:1000), anti-p-AMPKα (Cell Signaling Technology, Cat. #2535s, 1:1000), anti-α-tubulin (Beijing Ray Antibody Biotech, Cat. #RM2007, 1:5000), anti-fibronectin (Sigma, Cat. #F3648, 1:50,000), anti-α-SMA (Abcam, Cat. #ab5648, 1:1000), anti-p-ACC (Cell Signaling, Cat. #3661s, 1:1000), anti-CPT1A (Abcam, Cat. #ab5648, 1:1000), anti-PGC-1α (Abcam, Cat. #ab54481, 1:1000), anti-ACOX1 (ABclonal, Cat. #A8091; 1:1000), anti-PPARα (ABclonal, Cat. #A6697, 1:1000), anti-TOMM20 (Abcam, Cat. #ab186735, 1:1000), anti-active-β-catenin (Cell Signaling Technology, Cat. #19807s, 1:1000), anti-β-actin (Ray Antibody Biotech, Cat. #RM001, 1:5000), and anti-Flag (Proteintech, Cat. #20543-1-AP, 1:1000).

### Transcriptomic analysis

The data of transcriptome sequencing have been used in our previous study [50] and is available at NCBI with accession number GSE193282. In brief, total RNA was isolated according to the manufacturer’s instructions. The primary experimental procedures for transcriptome sequencing analysis include RNA quantification and qualification, library preparation for transcriptome sequencing, clustering and sequencing, and data analysis. featureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. Then, the FPKM of each gene was calculated based on the length of the gene and the read count mapped to this gene. Differential expression analysis of two conditions was performed using the DESeq2 R package (1.20.0). Genes with an adjusted *P* < 0.05 found by DESeq2 were assigned as differentially expressed. GO enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package, in which gene length bias was corrected. We also used clusterProfiler R package to test the statistical enrichment of differential expression genes in KEGG pathways. GO terms with corrected *P* < 0.05 were considered significantly enriched by differentially expressed genes. The GSEA web interface with the Molecular Signatures Database “Fatty acid metabolism,” “PPARA pathway,” and “LKB1-AMPKα signaling” genesets were used to show a significant, consistent difference between the two biological states. We use the local version of the GSEA analysis tool http://www.broadinstitute.org/gsea/index.jsp.

### Immunofluorescence staining

Frozen sections of mouse or human kidneys were fixed with 4% paraformaldehyde for 15 min at room temperature. HKC-8 cells cultured on coverslips were fixed with cold methanol:acetone (1:1) for 15 min at room temperature. After permeabilizing with 0.2% Triton X-100 for 10 min, then blocked slides with 10% normal donkey serum for 1 h. Slides were incubated with primary antibodies against anti-β-catenin (BD Biosciences, Cat. 610154, 1:150), anti-Sumo3 (Abcam, Cat.ab203570, 1:50), anti-ADRP (Abcam, Cat. ab52356, 1:50), anti-fibronectin (Sigma, Cat. F3648; 1:100), anti-p-AMPKα (Cell Signaling Technology, Cat. #2535s, 1:50) and anti-CPT1A (Abcam, Cat. ab128568, 1:50), anti-Lotus Tetragonolobus Lectin (LTL) (VECTOR Laboratories, Cat. FL-1321,1:400), anti-Peanut Agglutinin (PNA) (VECTOR Laboratories, Cat. FL-107, 1:400), anti-Dolichos Biflorus Agglutinin (DBA) (VECTOR Laboratories, Cat. #FL1031, 1:400), and anti-E-cadherin (Cell Signaling Technology, Cat. #3195s, 1:1000). After washing with TBS-T, slides were incubated with Cy2 or Cy3-conjugated donkey anti-mouse or anti-rabbit IgG (Jackson Immuno-Research Laboratories, West Grove, PA, USA). Nuclei were stained with DAPI (Beyotime, Cat. #C1006) according to the manufacturer’s instructions. All images were taken by confocal microscopy (Leica TCS SP2 AOBS, Leica Microsystems, Buffalo Grove, IL, USA).

### Histology and immunohistochemical staining

Paraffin-embedded human kidney (2.5-μm thick) and mouse kidney (4-μm thick) sections were prepared by a routine procedure. The sections were stained with Masson staining according to the manufacturer’s protocol. Immunohistochemical staining was performed as described previously. The following antibodies were used: anti-CPT1A (Abcam, Cat. ab128568, 1:50), anti-PPARα (ABclonal, Cat. A6697, 1:50), anti-β-catenin (Abcam, Cat. ab189524, 1:50), anti-β-catenin (BD Biosciences, Cat. 610154, 1:150), anti-PGC-1α (Abcam, Cat.ab54481, 1:50), anti-Sumo1 (Cell Signaling Technology, Cat. #4930s, 1:50), anti-Sumo2/3 (Cell Signaling Technology, Cat. #4971s, 1:50), anti-Sumo3 (Abcam, Cat.ab203570, 1:1000) anti-p-LKB1 (Cell Signaling Technology, Cat. #3482s, 1:50). Images were taken by an Olympus DP80 microscope with EMCCD camera.

### Real-time qRT-PCR

Total RNA was acquired using TRIzol RNA isolation system (Life Technologies, Grand Island, NY) according to the manufacturer's instructions. The first strand of complementary DNA was synthesized by using a Promega reverse transcription (Promega, Madison, WI), and Real-time PCR was performed on an ABI prism 7000 Sequence Detection System (Applied Biosystems, Foster City, CA). The sequences of the primer pairs used in Real-time qRT-PCR were shown in Supplementary Table S2. The mRNA levels of various genes were calculated after normalizing by β-actin.

### Immunoprecipitation (IP)

The interaction of LKB1 and Sumos was determined by immunoprecipitation as previously described [51]. HKC-8 cells were transfected with a stabilized β‐catenin expression vector (pDel‐β‐catenin) or pcDNA3 using Lipofectamine 2000 for 24 h. Cell lysates or kidney homogenates were immunoprecipitated overnight at 4 °C with an anti-LKB1 antibody (Santa Cruz Biotechnology, sc-32245) and protein A/G plus agarose (sc-2003; Santa Cruz Biotechnology). The precipitated complexes were washed three times with lysis buffer and boiled for 5 min in SDS sample buffer, followed by immunoblotting with anti-Sumo1 (Cell Signaling Technology, Cat.#4930s), anti-Sumo2/3 (Cell Signaling Technology, Cat.#4971s) or anti-Sumo3 (Abcam, Cat.ab203570, 1:1000), respectively.

### Chromatin immunoprecipitation (ChIP)

HKC-8 cells were transfected with β-catenin overexpression plasmid (pDel-β-catenin) or pcDNA3 for 6 h and continued to be incubated for an additional 24 h in a complete medium. Then, the cells were harvested and fixed with 4% formaldehyde for 10 min at room temperature for protein–DNA crosslinking. Cell lysates were obtained, and the SimpleChIP® Plus (Magnetic Bead) Kit (Cell Signaling, Cat. 9005) was used to perform the ChIP assay. The antibodies against TCF4 (Cell Signaling Technology, Cat. #2565s), H3, as positive control, and IgG, as negative control, were added, respectively, and incubated overnight at 4 °C, followed by incubation with magnetic beads for 1 h. After washing out the precipitate, purified DNA was used as a template for PCR. The sequences of human Sumo3 primers were as follows: Binding site 2, forward 5′-cctttttgcatctttgctgtc-3′ and reverse 5′-aattacgccagttgctgtgtc-3′; Binding site 3, forward 5′-ccagtgcctcagtttcttcac-3′ and reverse 5′-gccagcaccctagacgatt-3′.

### Quantification of renal immunohistochemically positive areas and fibrosis

An Olympus DP80 microscope with an EMCCD camera was used to observe the glass slides stained with CPT1A, PPARα, Sumo3, p-LKB1 and Masson stain under the microscope, and 2448 × 1920 pixel resolution images captured at a high magnification (×400) field from a randomly selected field were captured. Each part contains 10 fields, and the Image Pro Plus was used to measure the area of the lesion area and the total area of each part. And then, the lesion area divided by the total area was the percentage of the immunohistochemically positive area or fibrosis.

### Determination of ATP

Cells or tissues were harvested and fully lysed according to the manufacturer’s instructions. Then, the lysed cells or tissues were centrifuged at 4 °C, 12,000×*g* for 5 min to collect the supernatant. Finally, ATP production was determined by an enhanced ATP assay kit (Beyotime Biotechnology, S0027). All values were normalized to the controls.

### Luciferase assay

The effect of β-catenin on TCF4-mediated gene transcription was detected using a luciferase reporter assay kit (E1910, Promega, Madison, WI, USA). Briefly, HKC-8 cells were seeded in a 12-well plate and transfected with pGL3-Sumo3 constructed with the complete human promoter sequence with or without pDel-β-catenin, siRNA to TCF4 and pFlag-TCF4, using Lipofectamine 2000 reagent. Renilla luciferase was used as an internal control reporter. The luciferase assay was conducted according to the manufacturer’s protocols. Relative luciferase activity (arbitrary units) was calculated as fold induction over the controls after normalizing the transfection efficiency.

### Isolation of primary renal tubular epithelial cells and treatment

We isolated the primary renal tubular epithelial cells from male C57BL/6 following a routine protocol. The kidneys were minced, digested in collagenase IV and then filtrated with a 100-μm cell strainer. After centrifugation, the tubules were resuspended in DMEM/F12 with 10% FBS medium and were seeded in a six-well plate. After growing the cells for 72 h, the cells were co-transfected using IMVI DNA RNA Transfection Reagent (Invigentech^TM^, cat:IV1216150) with pDel-β-catenin and Sumo3 overexpression plasmid for 36 h. We then harvested the cells for western blotting and Immunofluorescence staining analysis.

### Sumo protein purification

HKC8 cells were transfected with the His_6_-Sumo1,2,3 plasmid and other respective plasmids as described. After treatment, the total cells protein was lysed by sonication, and part of cell lysates was not incubated with magnetic beads and served as input, others were for His_6_-Sumoylated proteins. The His_6_-Sumoylated proteins were then purified using HisSep Ni-NTA MagBeads (20561ES08, Yeasen company, China) and 250 mM imidazole solution as elution buffer protein.

### Statistical analyses

All data were presented as mean ± SEM. Statistical analysis was carried out using SPSS 19.0 (SPSS Inc., Chicago, IL, USA). Comparisons were made using Student’s *t*-test for comparison of two groups, or one-way ANOVA followed by the least significant difference or Games–Howell procedure for comparing more than two groups. *P* < 0.05 was considered statistically significant. Bivariate correlation analysis was analyzed by using Pearson correlation analysis or Spearman correlation analysis.

## Supplementary information

Supplementary material

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Full unedited gels for Western blot

## Data Availability

All data used in this work are available from the corresponding author upon reasonable request. The transcriptomic data can be acquired in Gene Expression Omnibus (GEO) datasets (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE193282.

# Supplementary material for: β-catenin-inhibited Sumoylation modification of LKB1 and fatty acid metabolism is critical in renal fibrosis
**Source:** Cell Death Dis. 2024 Oct 22;15(10):769. doi: 10.1038/s41419-024-07154-y
**Supplement:** Supplementary file 1 — Supplementary material

**Supplementary material for**

**β-catenin-inhibited Sumoylation modification of LKB1 and fatty acid metabolism is critical in renal fibrosis**

Shuangqin Chen^#^, Jiemei Li^#^, Ye Liang^#^, Meijia Zhang^#^, Ziqi Qiu^#^, Sirui Liu^#^, HaoRan Wang, Ye Zhu, Shicong Song, Xiaotao Hou, Canzhen Liu, Qinyu Wu, Mingsheng Zhu, Weiwei Shen, Jinhua Miao, Fan Fan Hou, Youhua Liu, Cheng Wang*, Lili Zhou*

These authors contributed equally to this work.

This file includes:

Supplementary Table S1, S2

Supplementary Figure legends

**Supplementary Tables**

Table S1. Demographic and clinical data of human kidney biopsies samples.

*M, male; F, female. ^#^ MN, Membranous nephropathy; IgAN, IgA nephropathy; LN, Lupus nephritis; DN, Diabetes nephropathy; GFR: Glomerular filtration rate (ml/min/1.73m2).

Table S2. Primary primer sequences.

| **Primers** | | |
| --- | --- | --- |
|  |  |  |
| Human Sumo1 | F | TGTGGGGAAGGGAGAAGGATT |
|  | R | ATCCCCCAAGTCCTCAGTTGA |
| Human Sumo2 | F | GAAAAGCCCAAGGAAGGAGTCAA |
|  | R | TTTTCAGTAGACACCTCCCGTCT |
| Human Sumo3 | F | GGACACCATCGACGTGTTCC |
|  | R | CTCGAGTTTCCGCAGACACC |
| Mouse Ubc9 | F | TCATCCAAACGTGTATCCTTCTG |
|  | R | CTTGTGCTCGGACCCTTTTCT |
| Mouse SAE1 | F | CAGTATGACCGACAGATCCGC |
|  | R | GGAGATACCTGTTCGTGGTCC |
| Mouse SAE2 | F | CCACATCGACCTGATTGATCTG |
|  | R | GGCAACCTGAGCCTTTGATCT |
| Mouse RanBP2 | F | GCTGGCTGCATTGTGCTATC |
|  | R | GTGGGCCATCGTTTCCAGG |
| Mouse PIAS1 | F | GCGGACAGTGCGGAACTAAA |
|  | R | ATGCAGGGCTTTTGTAAGAAGT |
| Mouse PIAS2 | F | AGACTACTCAGTACCATTCCACC |
|  | R | CTCCAAGCTGCACTTCGTTAT |
| Mouse PIAS3 | F | GAAGGAGGCATCAGAGGTTTG |
|  | R | TAGACAGGAAATCACTGCCCA |
| Mouse PIAS4 | F | AGCTGTATGAGACTCGCTATGC |
|  | R | TGAAGAAGGGGAGCTTAACCAG |
| Mouse Pc2 | F | GGATCATTGCGTCGTACAGTG |
|  | R | TGCGTTATACACCGAGAAGTCTA |
| Mouse Sumo1 | F | CGCAAGACGTAGAGGAAGTCC |
|  | R | GTTTTGCCTCCTGGTCAGACA |
| Mouse Sumo2 | F | ATTGTGAACGGCAGGGTTTGT |
|  | R | CAACTGTGCAGGTGTGTCTGT |
| Mouse Sumo3 | F | GAGGCAGATTCGATTCCGGTTT |
|  | R | GTGTCCTCATCCTCCATCTCCA |
| Human β-actin | F | CTCACCATGGATGATGATATCGC |
|  | R | AGGAATCCTTCTGACCCATGC |
| Mouse β-actin | F | CAGCTGAGAGGGAAATCGTG |
|  | R | CGTTGCCAATAGTGATGACC |

**Supplementary Figure legends**

***Supplementary Figure S1. Sumoylation was inhibited in UIRI model***

**(a)** Representative electron microscopy image showing lipid droplets in UIRI mice. Arrows indicate lipid droplets; scale bar: 2 µm. **(b)** Quantitative data showing mRNA levels of Sumo1, Sumo2, and Sumo3 in different groups. ****P* < 0.001 versus sham controls (n = 5). **(c)** Quantitative data showing mRNA levels of SAE1, SAE2, Ubc9, PLAS1, PLAS2, PLAS3, PLAS4, Ranbp2 and Pc2 in different groups. ***P* < 0.01, ****P* < 0.001 versus sham controls (n = 5). **(d)** Quantitative data showing renal expression of p-AMPKα/AMPKα, p-ACC, CPT1A, ACOX1, PGC-1α and Fibronectin in UIRI and sham mice. **P* < 0.05, ***P* < 0.01, ****P* < 0.001 versus sham controls (n = 5). **(e)** Quantitative data showing ATP levels in different groups. ****P* < 0.001 versus sham controls; **^††^***P* < 0.01 versus UIRI; ^##^*P* < 0.01versus UIRI + pHA-Wnt1 (n = 5). **(f)** Representative immunofluorescence and immunohistochemical staining of Sumo3 tagged with EGFP (upper) and Wnt1 tagged with HA (bottom). Kidney frozen sections were stained with nuclear dye (DAPI) and observed for Sumo3 tag expression under a fluorescence microscope. Paraffin sections of kidneys were stained for Wnt1 tag (HA). Arrows indicate positive staining; For Sumo3 staining, scale bar: 100 µm. For Wnt1 staining, scale bar: 50 µm. The data were analyzed by using Student’s t-test or one-way ANOVA.

***Supplementary Figure S2.*** ***Sumo3 plays a decisive role in LKB1/AMPK signaling axis***

**(a-b)** Western blotting and quantitative data showing protein expression of active β-catenin in different groups. HKC-8 cells were transfected with pDel-β-catenin plasmid (or pcDNA3) for 24 h. ****P* < 0.001 versus pcDNA3. Numbers (1 to 4) indicate individual treatments in a given group. (n = 4) **(c)** Quantitative data showing the levels of ATP in different groups. HKC-8 cells were transfected with pDel-β-catenin and pCMV-Sumo3 (or pcDNA3) for 24 h. ****P* < 0.001 versus pcDNA3; **^††^***P* < 0.01 versus pDel-β-catenin (n = 3). **(d)** Representative micrographs showing fluorescence field (EGFP tags) for Sumo1, Sumo2, and Sumo3 and the bright field in different groups. Arrow indicates positive staining. Scale bar: 50 µm. **(e-j)** Representative western blotting and quantitative data showing protein expression of LKB1, p-AMPKα/AMPKα, p-ACC, CPT1A and Fibronectin in different groups. HKC-8 cells were stimulated with TGF-β1 recombinant protein and co-treated with pCMV-Sumo3. **P* < 0.05 versus pcDNA3; **^†^***P* < 0.05, **^††^***P* < 0.01 versus TGF-β1 (n = 3). The data were analyzed by using Student’s t-test or one-way ANOVA.

***Supplementary Figure S3. Knockout of β-catenin increased LKB1 Sumoylation in UUO model***

**(a)** Representative micrographs and quantitative analysis showing fibrotic area evaluated by Sirius red staining in different groups. Paraffin sections of mouse kidneys were performed to Sirius red staining. Scale bar: 50 µm. At least 10 randomly selected fields were evaluated under 400× magnification and results were averaged for each animal. ****P* < 0.001 versus sham controls; **^††^***P* < 0.01 versus WT UUO mice (n = 5). **(b)** Quantitative data showing the level of ATP in different groups. ****P* < 0.001 versus sham controls; **^†††^***P* < 0.001 versus WT UUO mice (n = 5). **(c)** Quantitative real-time PCR analysis showing mRNA levels of SAE1, SAE2, Ubc9, PLAS1, PLAS2, PLAS3, PLAS4, Ranbp2 and Pc2 in different groups. **P* < 0.05, ***P* < 0.01, ****P* < 0.001 versus sham controls; **^†^***P* < 0.05, **^††^***P* < 0.01, **^†††^***P* < 0.001 versus WT UUO mice (n = 5). **(d)** Representative co-staining of β-catenin and different segmental markers of tubules showing the KSP-cre-mediated conditional knockout of β-catenin leading to the ablation of β-catenin in distal tubules, connecting tubules, as well as the most parts of proximal tubules. Kidney sections were co-stained for β-catenin (Red) and various segment-specific tubular markers (green), respectively. The markers were used as follows: proximal tubule, lotus tetragonolobus, lectin (LTL); distal tubule, peanut agglutinin (PNA); and collecting duct, dolichos biflorus agglutinin (DBA). Scale bar, 25 µm. **(e)** Quantitative data showing quantification of β-catenin staining IOD (Integrated Optical Density) in tubule with positive staining for tubular markers, including LTL, PNA and DBA. At least 50 randomly selected tubules were evaluated and results were averaged for each animal. ****P* < 0.001 versus WT UUO mice (n = 5). **(f)** Representative immunohistochemical staining of β-catenin in different groups. Paraffin sections were stained with antibody against β-catenin. The upper panel provides a panoramic view of the complete field captured, and the lower panel shows a magnified image of the local area. Arrow indicates positive staining; scale bar: 50 µm. The data were analyzed by one-way ANOVA.

# Supplementary material for: β-catenin-inhibited Sumoylation modification of LKB1 and fatty acid metabolism is critical in renal fibrosis
**Source:** Cell Death Dis. 2024 Oct 22;15(10):769. doi: 10.1038/s41419-024-07154-y
**Supplement:** Supplementary file 5 — Full unedited gels for Western blot

**Full unedited gels for**  
**β-catenin-inhibited Sumoylation modification of LKB1 and fatty**  
**acid metabolism is critical in renal fibrosis**

Shuangqin Chen<sup>1,2#</sup>, Jiemei Li<sup>1#</sup>, Ye Liang<sup>1#</sup>, Meijia Zhang<sup>1#</sup>, Ziqi Qiu<sup>1#</sup>, Sirui Liu<sup>2#</sup>, HaoRan Wang<sup>3</sup>, Ye Zhu<sup>2</sup>, Shicong Song<sup>2</sup>, Xiaotao Hou<sup>4</sup>, Canzhen Liu<sup>1</sup>, Qinyu Wu<sup>1</sup>, Mingsheng Zhu<sup>1</sup>, Weiwei Shen<sup>1</sup>, Jinhua Miao<sup>1</sup>, Fan Fan Hou<sup>1</sup>, Youhua Liu<sup>1</sup>, Cheng Wang<sup>2\*</sup>, Lili Zhou<sup>1\*</sup>

<sup>#</sup>These authors contributed equally to this work.

Full unedited gels for Figure 1a

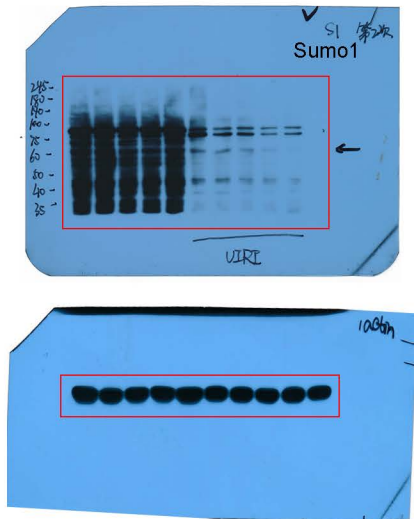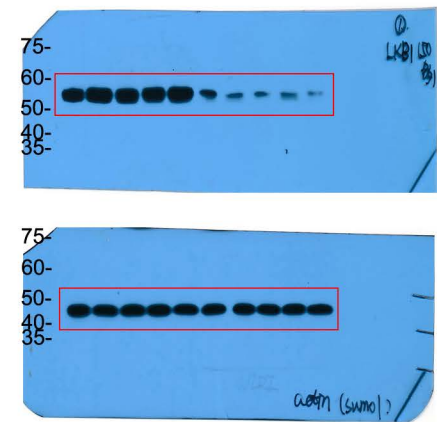

Full unedited gels for Figure 1q

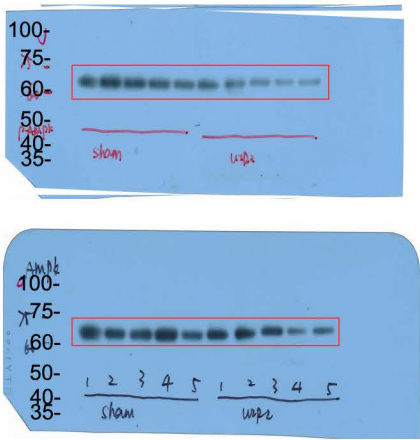

Full unedited gels for Figure 1n

Full unedited gels for Figure 1c

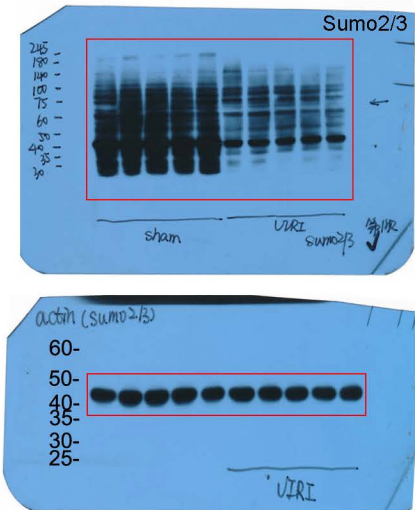

Full unedited gels for Figure 1o

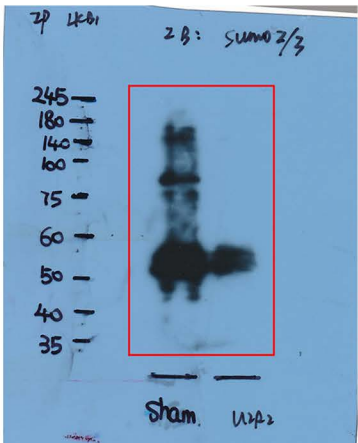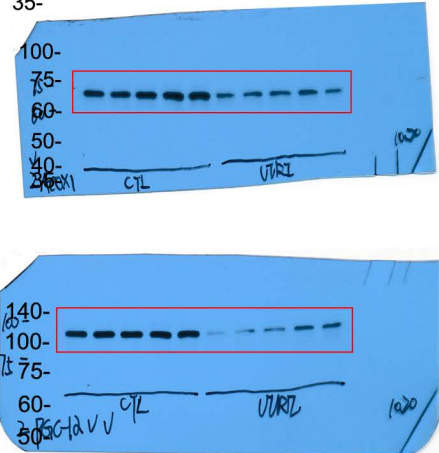

Full unedited gels for Figure 1g

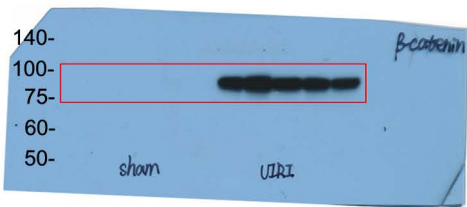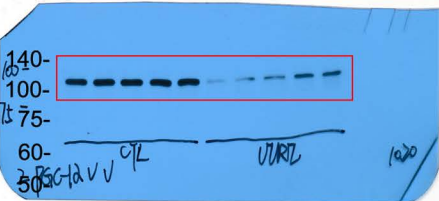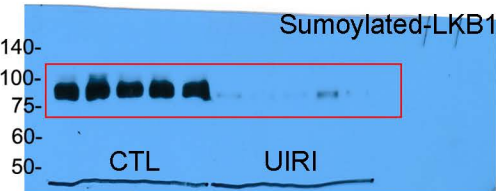

Full unedited gels for Figure 1p

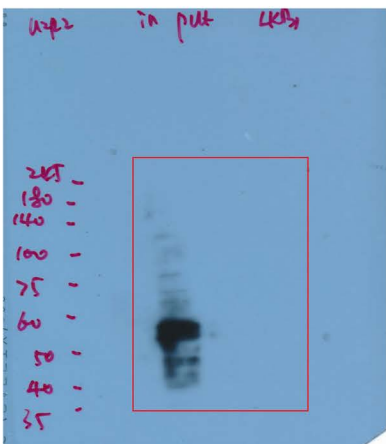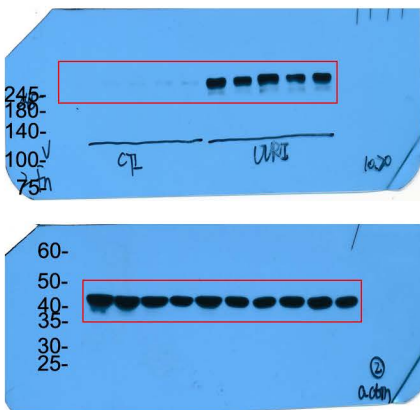

Figure 1

Full unedited gels for Figure 2a

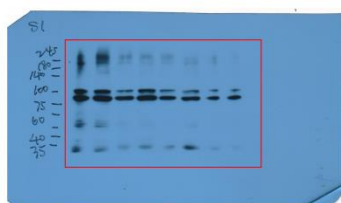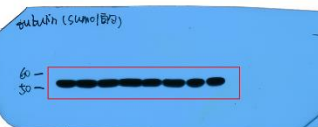

Full unedited gels for Figure 2b

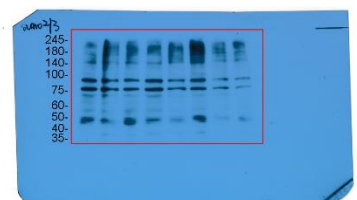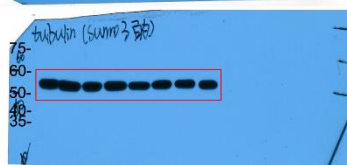

Full unedited gels for Figure 2h

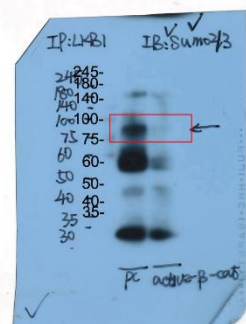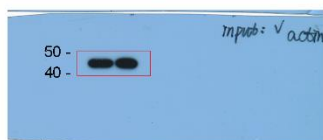

Full unedited gels for Figure 2i

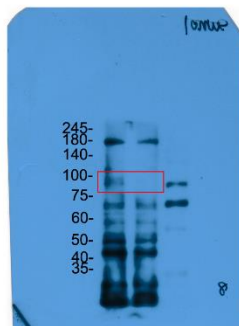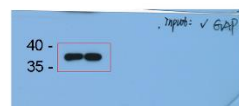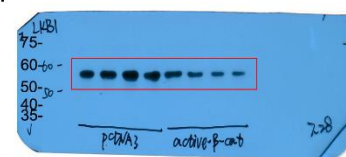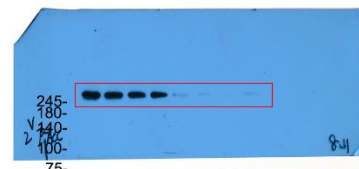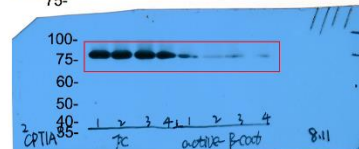

Full unedited gels for Figure 2j

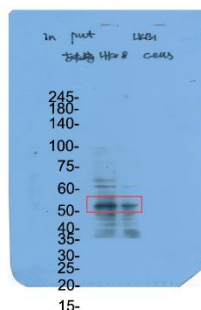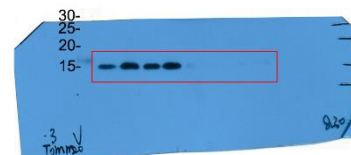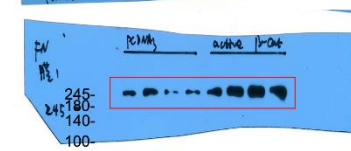

Full unedited gels for Figure 2l

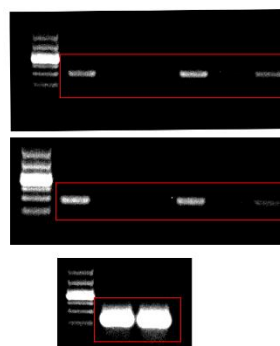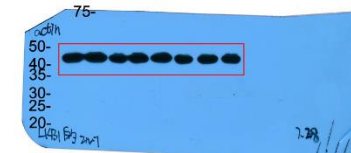

Full unedited gels for Figure 2v

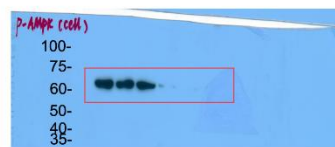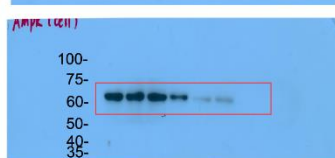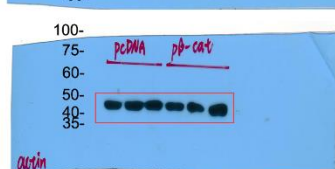

Full unedited gels for Figure 2o

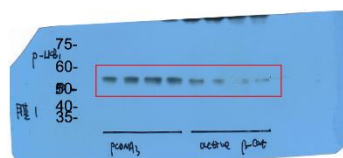

Figure 2

Full unedited gels for Figure 3a

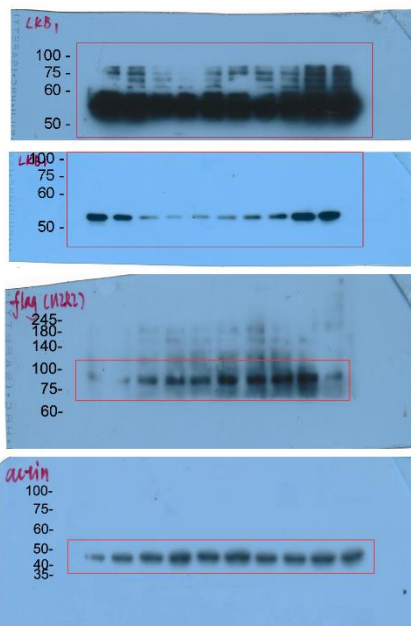

Full unedited gels for Figure 3e

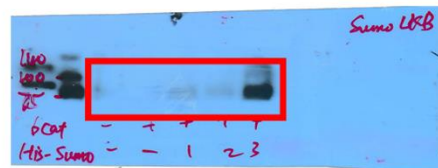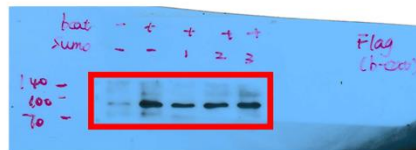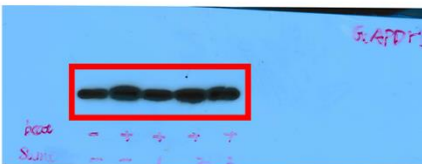

Full unedited gels for Figure 3g

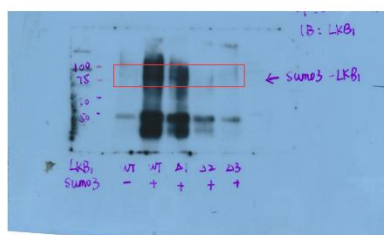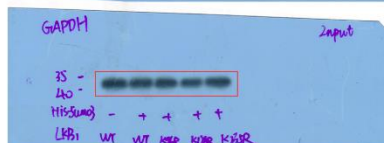

Figure 3

Full unedited gels for Figure 4a

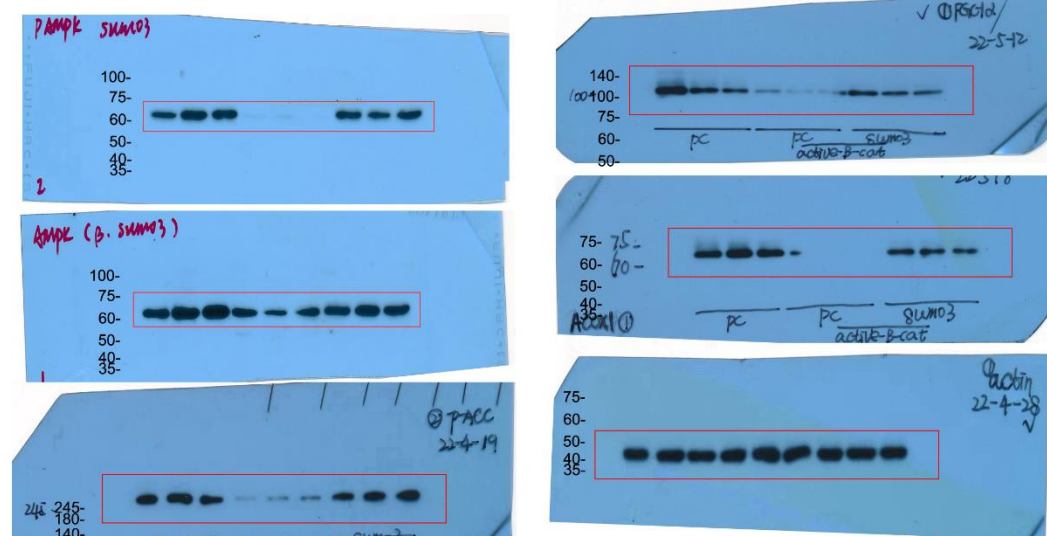

Full unedited gels for Figure 4h

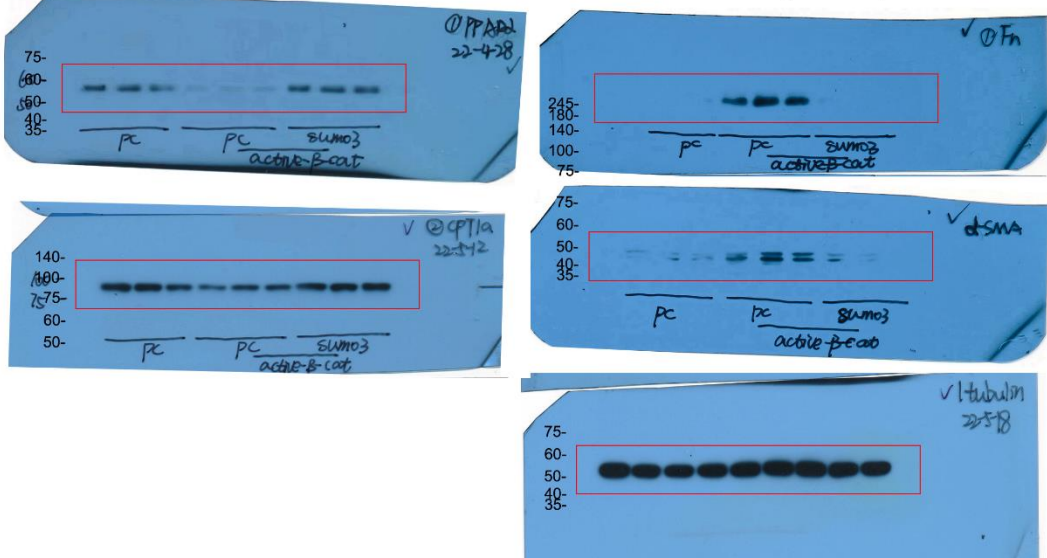

Figure 4

Full unedited gels for Figure 5a

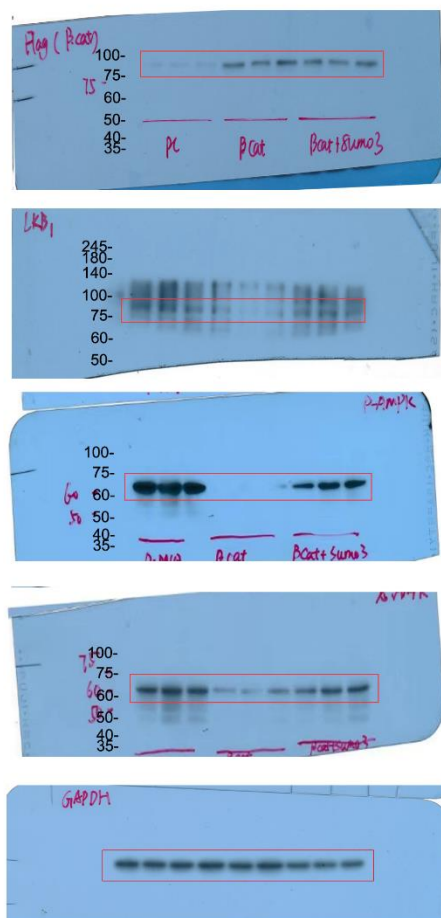

Full unedited gels for Figure 5g

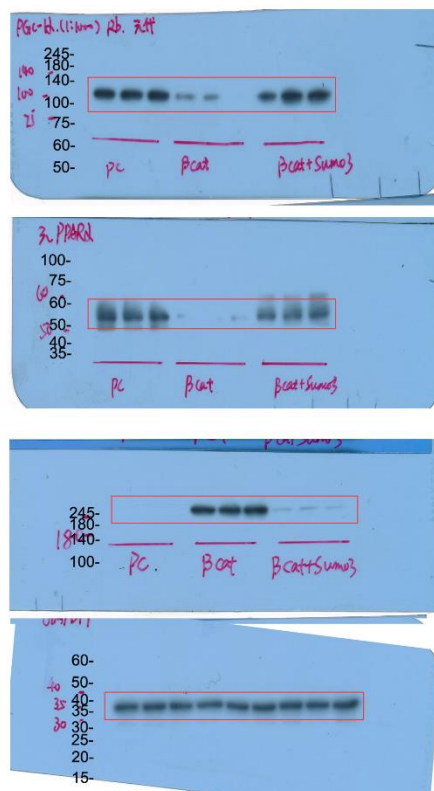

Figure 5

Full unedited gels for Figure 6g

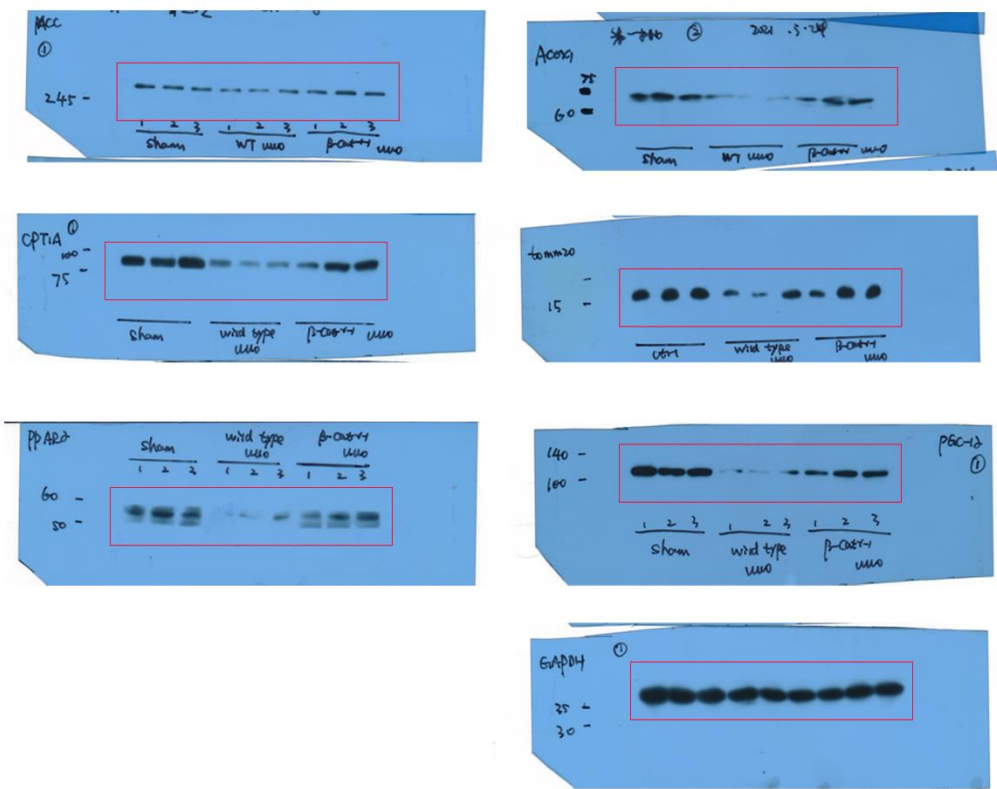

Figure 6

Full unedited gels for Figure 7e

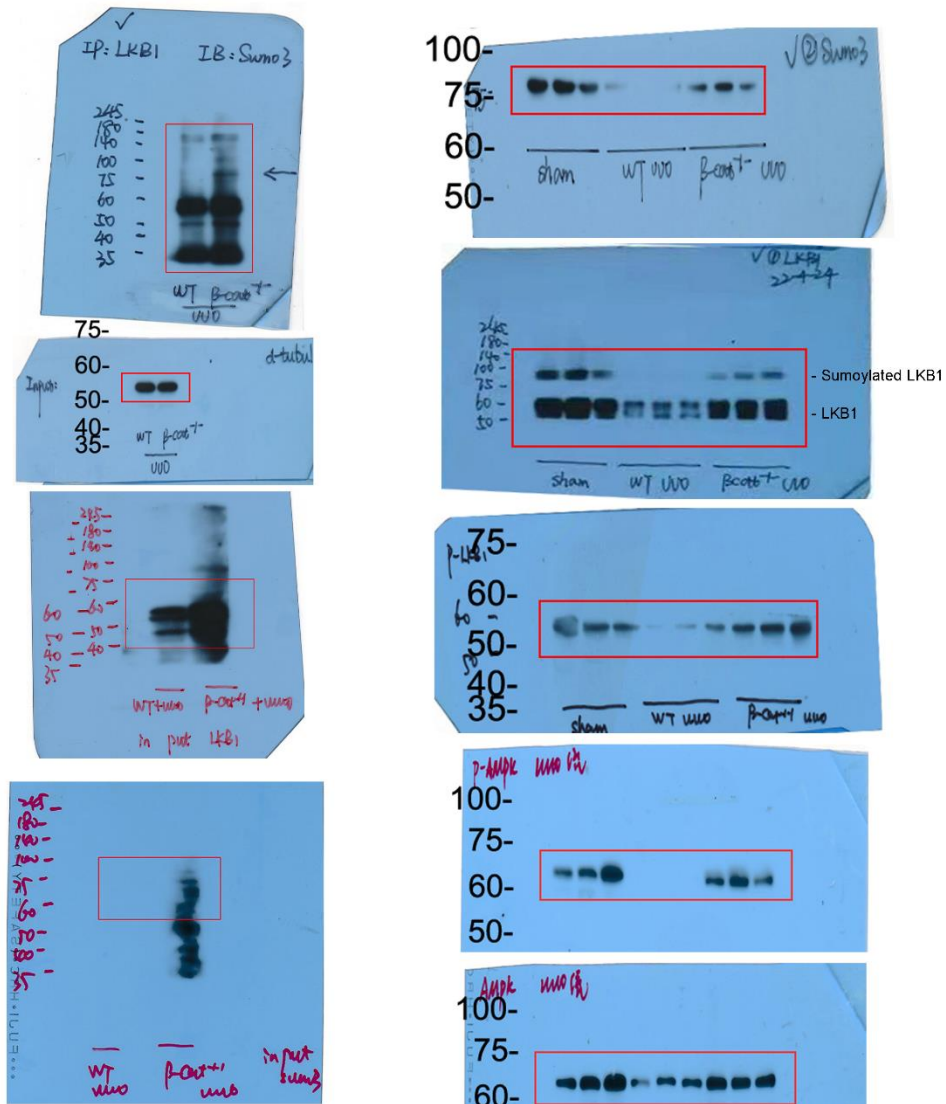

Full unedited gels for Figure 7f

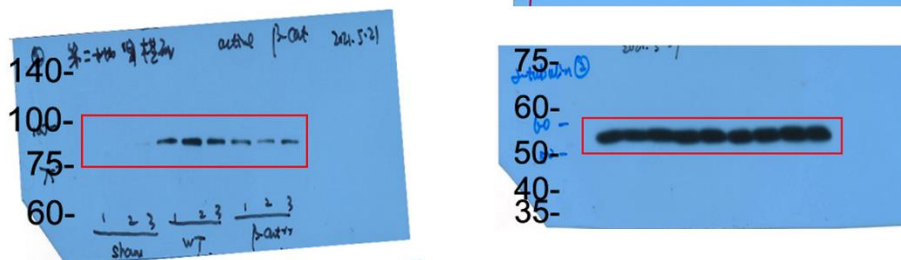

Figure 7

Full unedited gels for Figure 8c

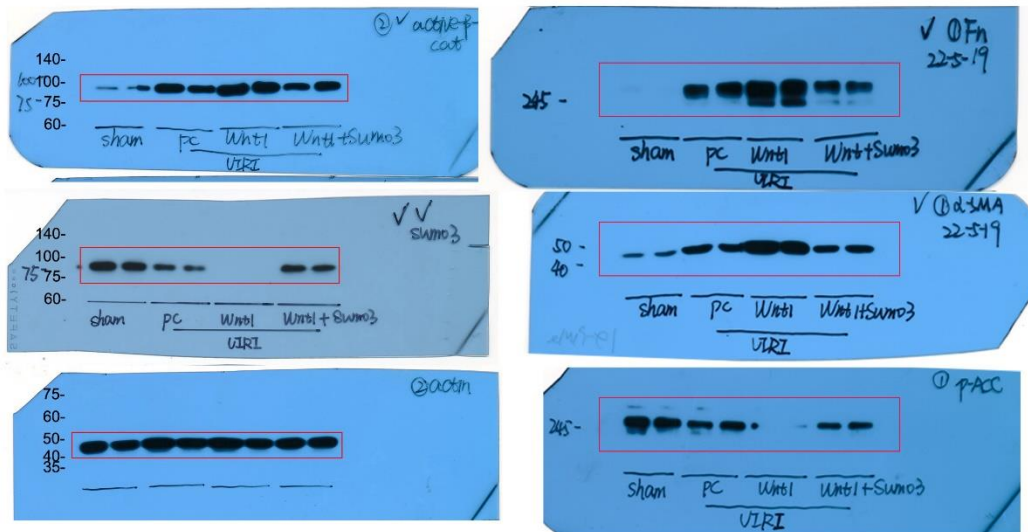

Full unedited gels for Figure 8f

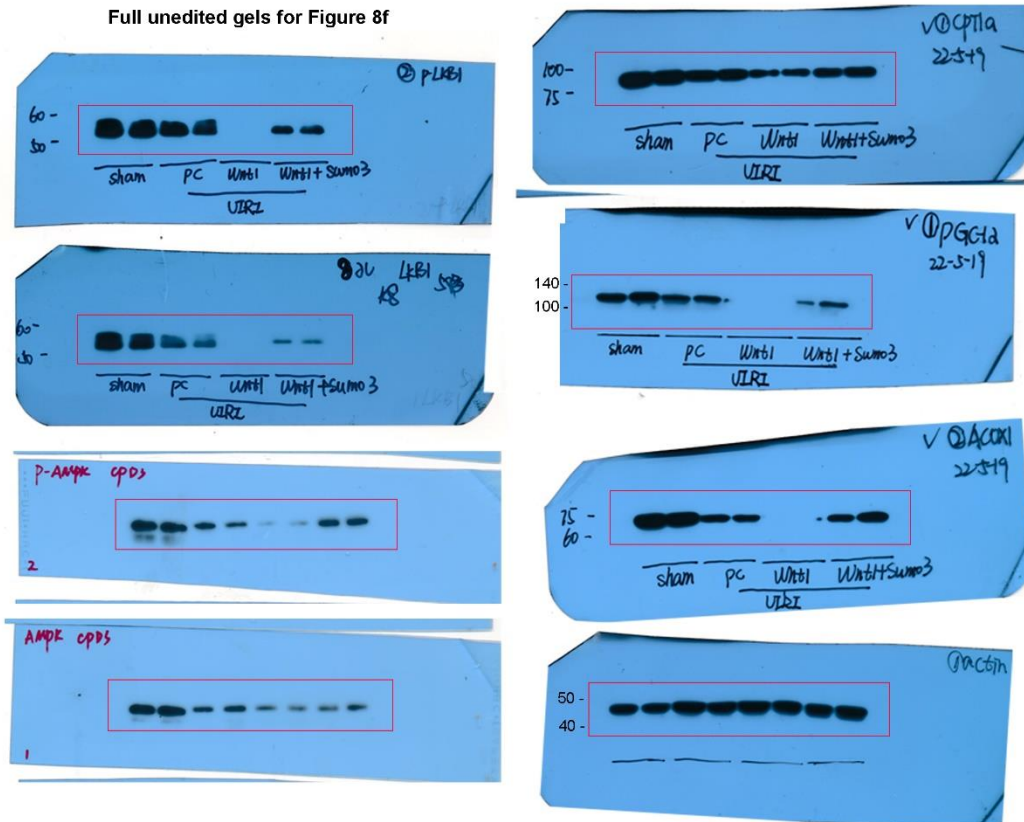

Figure 8

Full unedited gels for  
Supplementary Figure S2a

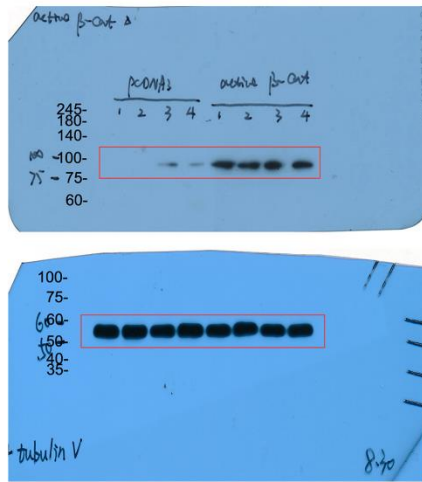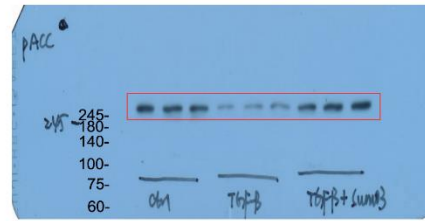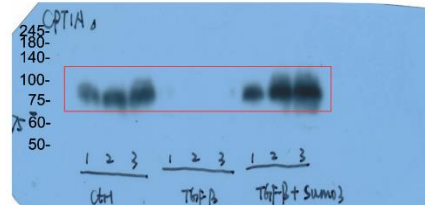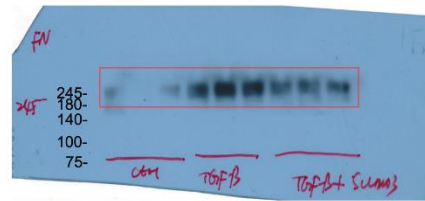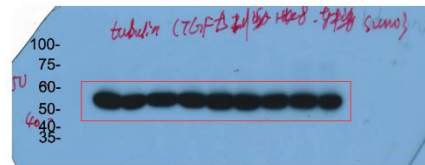

Full unedited gels for  
Supplementary Figure S2e

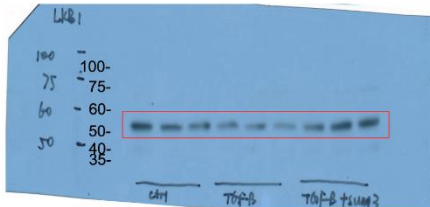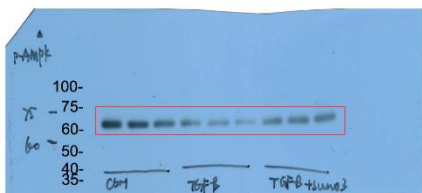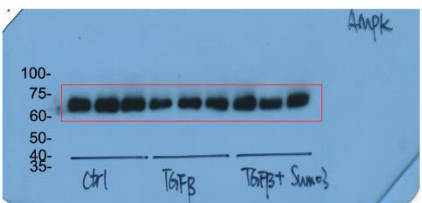

Supplementary Figure S2

How the deposited data were processed for this re-analysis (not part of the article)

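Kidney RNA was sequenced from 12 mice in 4 groups of 3: β-catenin knockout and wild-type mice after UUO, and CD44 knockout and wild-type mice after unilateral ischemia-reperfusion injury (UIRI), in which a renal pedicle is clipped. The paper analyses the UUO groups. The authors aligned the reads with HISAT2 2.0.5, counted them per gene with featureCounts 1.5.0-p3 and calculated FPKM from gene length and count. The authors compared groups with DESeq2 1.20.0. The values are given in a table per knockout, each with its own 3 wild-type columns of the same names, and wild-type columns were assigned to UUO or UIRI by the knockout in the same table. Coordinates are those printed in the tables, on GRCm38.

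FPKM times gene length gave whole multiples of a constant for 100% of values in each library (within 0.01 read), and the constant followed median-of-ratios size factors. Reads assigned to genes were 17884594, 17528664 and 17647035 in β-catenin knockout mice, 17609089, 18076032 and 16696210 in wild-type mice after UUO, 18714291, 16499895 and 20737443 in CD44 knockout mice, and 15940405, 17599600 and 18760208 in wild-type mice after UIRI. With 3 mice per group, an exact permutation test of a single gene cannot go below a p of 0.1, so adjusted p-values are from limma, which pools the spread across genes.

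Each knockout was compared with the wild-type mice of its own table with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(FPKM + 1), among genes with a mean of at least 0.5 FPKM over the 6 libraries, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Of 51 gene lists written from textbook knowledge, 48 had at least 2 measured members in the UUO table and 47 in the UIRI table. The 844 symbols in them were all found in the tables. Lists were tested with camera (preset correlation 0.01), and the members called over all genes and over the list alone were counted. Figures and sequence comparisons used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Matplotlib 3.10.9 and Biopython 1.88, with transcripts of GENCODE.

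Genes are named by a rule: the targeted genes, every gene the paper names for these mice or shows in Fig. 7a, and the 10 higher and 10 lower protein-coding genes with the largest log2 fold changes among those called, with at least 5 FPKM in the higher group and no overlap between groups (5 and 5 in CD44 knockout mice). It also names, of each list, the 4 members with the smallest p, and Nnt, Y-linked genes and Xist as checks. Gm28438, Gm8730, Gm10241, mt-Tg and mt-Tr were chosen after their values were seen. Not every gene the rule names is reported here.

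Alternatives were pseudocounts of 0.1 and 0.01, no filter, a filter at 1 FPKM, FPKM rescaled to TPM (the same total in every library), median-of-ratios scaling, limma without a trend, limma's voom on recovered reads, the replicate number as a block, other thresholds, counts of genes above an FPKM level in only 1 group, each library left out, and for lists an estimated correlation, fry and Fisher's exact test. The procedure was tested on simulated reads with 200 changed genes and a dispersion of 0.03, at the depth and group sizes of the UUO libraries. limma on log2(FPKM + 1) called 2 of 67 genes changed 1.5-fold, 34 of 67 changed 2-fold and 58 of 66 changed 4-fold, with 13 wrong calls; voom called 12, 52 and 59, with 8 wrong calls. Changes of 1.5-fold were thus mostly missed in this simulation. It cannot give the share missed in the UUO libraries, since it changed 200 genes where limma called 1709 there. Of those called, 351 of the 1004 higher and 280 of the 705 lower differed at least 2-fold, and the others by less. In the simulation a shifted list of 25 genes had a camera p of 1.92e-24 and an unchanged list one of 0.72. A single unchanged list cannot show how often camera passes a list by error. In the UUO libraries the estimated correlation was 0.75 for complexes II to V, far above the preset 0.01. Other splits of these libraries passed from 13 to 24 lists. Western blots, staining and qPCR were not analysed here, since the tables hold RNA sequencing values only.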

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

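The tests of surviving tubule tissue, of thick ascending limb against podocyte and intercalated cell markers, of Sumo2 with Gm10241, of mitochondrial sequence, and of the causes of the changes shared by both knockouts were chosen only after the result was seen.

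The CD44 knockout mice after UIRI, which the paper does not analyse, differed from their wild-type mice in many genes: of 16113 genes tested, 648 were higher and 353 were lower (limma, adjusted p under 0.05). The counts rested on single libraries. Without CD44 knockout replicate 2 they were 1417 higher and 763 lower. Without CD44 knockout replicate 1 they were 0 and 1 (3751 genes at an unadjusted p under 0.05), without replicate 3 1 and 1, and without wild-type replicates 1, 2 and 3 they were 3 and 2, 1 and 3, and 5 and 5. With all 6 libraries, they were 1044 higher and 667 lower with voom, 220 and 473 with FPKM rescaled to TPM (31.8% of calls higher, from 64.7%), 43 and 20 without a filter, and 0 and 0 by limma with the replicate number as a block (3692 genes at an unadjusted p under 0.05). The 10 ways to part the 6 libraries are too few for a share under 0.05: the real split, 1 of 10, called 1001 genes, and the highest of the others called 0. For lists the real split passed 24 and the highest other 26, and 4 of the 10 splits passed at least as many as the real one.

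The log2 fold changes of the 2 knockouts rose together across 15489 genes tested in both (Pearson r = 0.587, Spearman rho = 0.531, across genes, which are not independent replicates). A single list passed a test of the difference between them, from the 2 standard errors of limma and adjusted over the lists. Its p-values came from a normal distribution, which makes no allowance for standard errors estimated from few mice. They can thus be too small, and whether this list passes with such an allowance was not tested. Thick ascending limb markers had a mean log2 fold change of 0.98 in β-catenin knockout mice after UUO and −0.24 in CD44 knockout mice after UIRI, a difference of 1.22 (adjusted p = 0.00809). The mean in CD44 knockout mice had a standard error of 0.26. The median there, −0.37, ran from −0.64 to −0.010 over the alternatives. The injury and the gene differ together between the tables, and no cause can be read from it.

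A pair of pseudogenes stood out among genes the paper does not discuss. Gm28438, on chromosome 1 of GRCm38 from 24612775 to 24613119, had a log2 fold change of 3.10 in β-catenin knockout mice (standard error 0.19, adjusted p = 0.00285 from limma; 105 ± 25.8 FPKM against 11.2 ± 1.36, SD, n = 3). In CD44 knockout mice it had 3.17 (standard error 0.26, adjusted p = 0.0167 from limma), which did not pass without knockout replicate 1 (0.0558), knockout replicate 3 (0.0805), wild-type replicate 2 (0.0538) or wild-type replicate 3 (0.0682), or with the replicate number as a block (0.083). Gm8730, a processed pseudogene on chromosome 8 from 102864845 to 102865798, had a log2 fold change of 4.64 in β-catenin knockout mice (standard error 0.11, adjusted p = 1.39e-05 from limma; 107 ± 6.01 FPKM against 3.33 ± 0.416, SD, n = 3). In CD44 knockout mice it was at 7.09 FPKM, against 7.51 FPKM in their wild-type mice (log2 fold change −0.07). No explanation of Gm8730 was tested.

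The higher expression of fatty acid oxidation genes in β-catenin knockout mice was weighed against a technical and a tissue origin. Scaling and gene length as sole causes were argued against: the lowest median over the scaling alternatives was 0.70, and the highest median of 10000 sets of genes matched on length and level was 0.44 against 0.90 for the list. A larger share of proximal tubule RNA stays open as a source of the rise in oxidation genes. The test written beforehand came out as that explanation predicts: 20 proximal tubule markers without oxidation enzymes had a median of 1.23. Thick ascending limb markers rose above podocyte markers by 1.22 (standard error 0.16), where a change in proximal tubule share alone would move both alike. That argues against this share as the only tissue change. It cannot decide whether oxidation genes followed the share, since it holds no oxidation gene. An equal gain of every tubule segment, the intercalated cells of the collecting duct included, was argued against. Thick ascending limb markers rose above intercalated cell markers by 1.19 (standard error 0.26). Intercalated cell markers had a mean of −0.21 (standard error 0.17). Principal cell markers of the collecting duct were not part of this test and had a mean of 0.32 (standard error 0.19). More surviving proximal tubule and thick ascending limb with fewer infiltrating cells stays open. Proximal tubule markers rose at least as much as oxidation genes (difference of means 0.25, standard error 0.14). Thick ascending limb markers had a mean of 0.98, and macrophage markers fell, with a mean of −1.12. The values leave open a change within tubule cells, a larger share of proximal tubule RNA, more preserved tubule of these segments, or several of them. Bulk RNA cannot part them.

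The changes shared by both knockouts include 360 genes called in the same direction (235 higher and 125 lower, against 41.3 and 15.5 for independent lists; 150, 150 and 457 without β-catenin knockout replicates 1, 2 and 3, 153, 57 and 254 without their wild-type replicates 1, 2 and 3, 1, 809 and 1 without CD44 knockout replicates 1, 2 and 3, and 4, 3 and 5 without their wild-type replicates 1, 2 and 3), and 2 in opposite directions (2410006H16Rik and Gm15889, named after their values were seen). Less injured and less infiltrated tissue in both knockouts and a colony or strain difference from their wild-type mice cannot be told apart here. In β-catenin and CD44 knockout mice, macrophage markers (means −1.12 and −0.78) and matrix genes (−0.89 and −0.63) fell, and proximal tubule markers rose (1.19 and 1.29). The injured tubule markers moved by −0.21 (standard error 0.11) and −0.22 (standard error 0.15), each less than 2 standard errors. According to the paper, C57BL/6 mice were bought from a university animal center and the β-catenin knockout mice from Cyagen Biosciences. The stock name it gives for these knockout mice includes B6N, while it names the bought mice only as C57BL/6. The paper does not state the colony of each wild-type group, and a colony difference would change together with genotype. A mitochondrial sequence that differs between the knockout and wild-type mice may account for mt-Nd3, mt-Tg and mt-Tr: mt-Nd3 had log2 fold changes of −1.50 and −2.47 (limma, adjusted p = 0.0153, and 0.0652 without wild-type replicate 2, and 0.0265, which with a library left out stayed past the threshold only without CD44 knockout replicate 2, at 0.00896, and was 0.0558 and 0.1001 without knockout replicates 1 and 3 and 0.0589, 0.0748 and 0.0916 without wild-type replicates 1, 2 and 3, 0.0518 without a filter and 0.083 with the replicate number as a block), while all 12 other mitochondrial protein genes had positive log2 fold changes in both, with a median of 0.47. mt-Tg had 0 reads in all 6 knockout libraries against 67 and 50 in the wild-type groups, mt-Tr had 6 against 141 and 5 against 55, and the Gm28438 transcript matches mt-Nd3 over 345 bases with 1 mismatch (T3C, mt-Nd3 first, position counted from 1 at its 5′ end, mitochondrial position 9461). The reads were not analysed here, so the sequence of these mice was not read.

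Sumo2 differed by 10.7-fold between libraries, and reads shared with Gm10241 are a candidate explanation. All 286 bases of the Gm10241 transcript are identical to the Sumo2 transcript, and the reads of both added together, divided by size factors, varied by 1.89-fold against 8.53-fold for Gm10241 alone. Over the 12 libraries their log2 values fell against each other (Pearson r = −0.855, permutation p = 0.00077; Spearman rho = −0.692, permutation p = 0.0155), and r was −0.812 (permutation p = 0.00707) without the 2 libraries farthest from the median; no other pair was tested. The sum was 780.0 ± 143 (SD, n = 3) in β-catenin knockout mice and 953 ± 215 (SD, n = 3) in wild-type mice after UUO, so that the value of Sumo2 alone shows no direction. No biological explanation was tested.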

How the results depend on the processing

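No test here was chosen after the results were seen. Over the alternatives, of the counts 33 stayed within 1.5 times and 45 moved further. Of values of named genes in β-catenin knockout mice 671 kept direction and side of the threshold, 99 lost a call, 9 gained one and 1 changed sign. Of list values 770 kept both, 64 lost a call, 22 gained one and 6 changed direction. For lists the direction is that of the test, and changes in the sign of a median are not counted in it. The median of the LKB1-AMPK complex, for example, went from 0.19 to −0.0039 with FPKM rescaled to TPM. In CD44 knockout mice 111 gene values stayed and 69 lost a call, and 138 list values stayed, 23 lost and 1 gained a call. Median-of-ratios scaling moved nothing (1709 of 1709 calls kept), since the deposited values already hold it, and says nothing about stability. The cause of the changes below was not tested, except where fewer libraries or more genes tested are part of the alternative.

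Without a filter (29604 and 29532 genes tested) 280 genes were higher and 193 lower in β-catenin knockout mice, and 43 and 20 in CD44 knockout mice; the LKB1-AMPK complex (adjusted p = 0.0213), B and plasma cells (0.0263) and male kidney genes (0.0263) passed, and mitochondrially encoded genes (0.106) did not. With FPKM rescaled to TPM, 578 were higher and 1178 lower (32.9% of calls higher, from 58.8%), and 220 higher and 473 lower in CD44 knockout mice; the median log2 fold change moved to −0.12 there. In β-catenin knockout mice heat shock genes changed direction by camera (0.964), ribosomal genes lost their call (0.0884), and male kidney genes gained one (0.0175). Camera compares a list with the other genes, so its direction is not the sign of the median. The medians turned negative for the LKB1-AMPK complex (0.19 to −0.0039), cholesterol synthesis (0.13 to −0.050), distal convoluted tubule (0.18 to −0.025) and principal cells (0.19 to −0.029). They did so as well for ribosomal genes (0.18 to −0.037), heat shock genes (0.067 to −0.15) and histones (0.094 to −0.12). At an unadjusted p under 0.05, 2753 were higher and 2088 lower, 432 and 379 with at least 2-fold, and 1954 and 1390 at an adjusted p under 0.1. Genes above 1 FPKM in knockout mice only numbered 493 by group mean and 418 by every library, and above 0.5 FPKM 650 and 548. Genes above 0.1 FPKM in wild-type mice only numbered 1752 and 1207. With voom 1044 were higher and 667 lower in CD44 knockout mice.

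With the replicate number as a block, 0 were higher and 0 lower in CD44 knockout mice with limma (3692 at an unadjusted p under 0.05, 1711 by voom without a block), B and plasma cells passed (0.0341), and 992 and 675 were called in β-catenin knockout mice (1324 of 1709 kept). The numbers do not pair the mice: deviations correlated across genes within a number at r = 0.0802, 0.198 and 0.0434 in β-catenin knockout mice and −0.143, −0.0251 and −0.0291 in CD44 knockout mice.

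With an estimated correlation no list passed in either table (limma's camera, 0 of 48 and 0 of 47, 3 and 1 at an unadjusted p under 0.05; by fry 15 and 1). The adjusted p was 0.330 for proximal tubule and macrophages; 0.396 for mitochondrial and peroxisomal oxidation, PPARα targets, mitochondrial import, amino acid breakdown, gluconeogenesis, thick ascending limb and female kidney genes; 0.405 for fatty acid synthesis, complex I, complexes II to V, the tricarboxylic acid cycle, lipid droplet, matrix, myofibroblasts, endothelium, chemokines and cytokines, interferon and cell cycle; and 0.474 for mitochondrially encoded genes, 0.482 for podocytes, 0.518 for T and NK cells, 0.547 for antigen presentation and 0.641 for ribosomal genes. With Fisher's exact test calls were lost for fatty acid synthesis (0.280), mitochondrially encoded genes (1), mitochondrial import (0.216), lipid droplet (0.184), podocytes (1), endothelium (0.375), T and NK cells (1), antigen presentation (0.375), cell cycle (0.350), ribosomal (1) and female kidney genes (0.116), and gained for injured tubule (0.00724). By fry, which tests whether a list's genes move one way and does not compare them with other genes, there was no call for complex I (0.0572), complexes II to V (0.0504), matrix (0.0572), myofibroblasts (0.0639), podocytes (0.146), endothelium (0.0572), T and NK cells (0.231), antigen presentation (0.274), chemokines and cytokines (0.105), interferon (0.0934), cell cycle (0.0964) and ribosomal genes (0.278), and there was a call for the LKB1-AMPK complex (0.0102); Wnt ligands changed direction (0.926). At a pseudocount of 0.01 mitochondrially encoded genes lost their call (0.0543). Injured tubule passed at a mean of 1 FPKM (0.045), without a trend (0.0430) and with voom (0.0452).

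With each library left out, higher genes ranged from 130 (without wild-type replicate 2) to 1631 (without knockout replicate 3) and lower genes from 98 to 818 in β-catenin knockout mice, and from 0 (without knockout replicate 1) to 1417 (without knockout replicate 2) and 1 to 763 in CD44 knockout mice. Adjusted p-values ranged from 0.0203 to 0.123 for mitochondrially encoded genes, 0.0441 to 0.156 for injured tubule, 0.0148 to 0.486 for principal cells, 0.0272 to 0.572 for intercalated cells, 0.00175 to 0.140 for podocytes, 0.0220 to 0.316 for neutrophils, 0.0104 to 0.495 for B and plasma cells, 1.77e-06 to 0.0759 for antigen presentation, 0.0443 to 0.935 for blood, 0.0107 to 0.770 for immediate early genes, 6.46e-05 to 0.0654 for ribosomal genes and 0.00995 to 0.192 for male kidney genes. Wnt ligands (0.563 to 0.969), heat shock (0.311 to 0.679) and histones (0.381 to 0.846) changed direction. Gm10241 ran from −0.059 to 1.23 (reversed without wild-type replicate 1). Depth ran from 15940405 to 20737443 reads per library, and what it limits was not tested.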

Differences from the paper's values

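No test here was chosen after the results were seen. The paper reports 493 genes upregulated in β-catenin knockout mice, and limma called 1004 higher; the paper's count of downregulated genes, 826, was within 1.5 times the 705 called lower. The paper states DESeq2 with an adjusted P under 0.05, the same threshold with another test. Of the alternatives set before the data were examined, those whose number of higher genes fell within 1.5 times the paper's were FPKM rescaled to TPM (578), the libraries without knockout replicate 1 (345), wild-type replicate 1 (358) or wild-type replicate 3 (520), an unadjusted p with at least 2-fold (432), and genes above a level in knockout mice only: 493 by group mean and 418 by every library at 1 FPKM, and 650 and 548 at 0.5 FPKM. Those that did not were pseudocounts of 0.1 (1017) and 0.01 (1003), no filter (280), a mean of at least 1 FPKM (1117), median-of-ratios scaling (1004), no trend (945), voom (1297), the replicate block (992), the libraries without knockout replicate 2 (285), wild-type replicate 2 (130) or knockout replicate 3 (1631), an unadjusted p (2753), an adjusted p under 0.1 (1954), and genes above 0.1 FPKM in knockout mice only (1240 and 834).

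The count of genes whose group mean was above 1 FPKM in β-catenin knockout mice only, in wild-type mice only and in both gave 493, 826 and 13371. All 3 match the numbers printed in the diagram of Fig. 6c. The paper's 493 and 826 are thus reproduced as counts of genes above 1 FPKM in 1 group only, without a test of difference. Set against limma's calls, they compare different kinds of count. The closeness of 826 to the 705 called lower is therefore not read as agreement, nor is the closeness of any alternative to 493. Of these 493 genes, 60 were called higher by limma, and of these 826 genes, 118 were called lower. The median of the higher group's mean was 1.30 FPKM in the first set and 1.35 FPKM in the second.

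For the genes of Fig. 7a the paper states that the LKB1-AMPK pathway, fatty acid metabolism and Sumo3 went up in β-catenin knockout mice. In the fatty acid block 13 of 15 genes had a positive log2 fold change and 8 were called higher, and in the LKB1-AMPK block 10 of 14 were positive and 3 were called. The number called higher in the fatty acid block was 4, 2 and 9 without knockout replicates 1, 2 and 3 and 4, 2 and 6 without wild-type replicates 1, 2 and 3; in the LKB1-AMPK block, in the same order of libraries, it was 0, 0, 4, 0, 0 and 1. Sumo3 was higher without passing limma's test (log2 fold change 0.40, adjusted p = 0.0749); it passed without knockout replicate 3 (0.0494), within 0.0494 to 0.294 over the alternatives. LKB1 (Stk11) was also higher without passing (log2 fold change 0.50, adjusted p = 0.0700); it passed with voom (0.0495) and without knockout replicate 3 (0.0248), within 0.0248 to 0.201. The list of the LKB1-AMPK complex did not pass camera's test (adjusted p = 0.0986) and passed without a filter (0.0213), within 0.0213 to 0.405 over the alternatives that used camera, and Fisher's exact test gave 0.599. By limma's fry, which tests whether a list's genes move one way and does not compare them with other genes, it passed (0.0102); the paper used GSEA with a set of MSigDB, and its members were not compared with this list. Ppara, shown in Fig. 7a, was higher without passing (log2 fold change 1.21, adjusted p = 0.0941); it passed with voom (0.0470) and without wild-type replicate 3 (0.0264), within 0.0264 to 0.201.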

Other observations

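The test of neighbouring sequence was set with the others, and no test here was chosen after its result was seen.

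For proteins and stains that the paper measured in these mice after UUO, the RNA values were as follows. Tomm20 was higher in β-catenin knockout mice (log2 fold change 0.51, standard error 0.10, adjusted p = 0.0235 from limma). Its adjusted p was 0.115 with FPKM rescaled to TPM, the highest over the alternatives, 0.0576 and 0.0760 without knockout replicates 1 and 2, and 0.0727, 0.0797 and 0.0653 without wild-type replicates 1, 2 and 3. Plin2, which encodes ADRP, did not pass (93.4 ± 42.2 against 63.2 ± 24.4 FPKM, SD, n = 3; log2 fold change 0.51, adjusted p = 0.439 from limma); its log2 fold change was 0.20 without knockout replicate 2 and 0.92 without knockout replicate 3, the extremes over the libraries left out. Acta2 did not pass either (37.6 ± 35.8 against 47.3 ± 7.63 FPKM, SD, n = 3; log2 fold change −0.74, adjusted p = 0.446 from limma); its log2 fold change was −1.48 without knockout replicate 1 (adjusted p = 0.0539) and −0.13 without knockout replicate 2 (0.896), the extremes over the alternatives. Acaca, which encodes ACC, had a log2 fold change of 0.02 (adjusted p = 0.942 from limma). The list of Sumo conjugation and removal, which includes 6 Sumo proteases, had a median log2 fold change of −0.12 and did not pass (camera, adjusted p = 0.310). Its median was −0.34 with FPKM rescaled to TPM, and ran up to −0.067 over the alternatives. Cd44 was lower in β-catenin knockout mice (22.9 ± 1.31 against 37.4 ± 3.72 FPKM, SD, n = 3; log2 fold change −0.68, adjusted p = 0.0181 from limma). The adjusted p was 0.0587 without knockout replicate 1, 0.0554 without knockout replicate 2 and 0.0725 without wild-type replicate 2.

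Among 13 mitochondrially encoded protein genes in β-catenin knockout mice, 1 was higher and 1 was lower by limma (3 higher and 1 lower when adjusted over the list alone). The higher one, mt-Co2, had a log2 fold change of 0.67 (adjusted p = 0.0268 from limma) and did not pass without knockout replicate 1 (0.0573), knockout replicate 2 (0.0805), wild-type replicate 1 (0.0877), wild-type replicate 2 (0.0663) or wild-type replicate 3 (0.0772), or without a filter (0.0588). The lower one was mt-Nd3. Of 17 Wnt target genes 2 were higher and 2 were lower (2 higher and 3 lower when adjusted over the list alone), with a median of −0.31 (camera, adjusted p = 0.158).

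In β-catenin knockout mice 1709 genes were called and 26 lists passed with the preset correlation. The 10 ways to part the 6 libraries are too few for a share under 0.05; the highest other split called 2 genes and passed 24 lists.

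In CD44 knockout mice after UIRI, Cd44 itself was at 14.9 ± 3.62 FPKM (SD, n = 3) against 18.0 ± 1.82 FPKM (SD, n = 3) in wild-type mice (log2 fold change −0.27, adjusted p = 0.339 from limma), and the groups overlapped. Gene totals hold all exons, so a removed part of the gene was not seen. Ctnnb1 had a log2 fold change of 0.23 (adjusted p = 0.188 from limma). Of 28 genes of mitochondrial fatty acid oxidation 6 were higher (21 when adjusted over the list alone, median 0.68), of 35 of PPARα and its targets 12 (27, median 0.79), of 22 proximal tubule markers 8 (20, median 1.25), and of 16 of cholesterol synthesis 5 (11, median 0.53). Of 16 macrophage and monocyte markers 8 were lower (13 when adjusted over the list alone, median −0.79), of 13 of T and NK cells 9 (13, median −1.14), and of 25 of matrix 3 (11, median −0.59). Of 18 injured tubule markers 1 was lower (median −0.30). Of 11 of thick ascending limb 0 were called by limma or by voom, with 1 lower at an unadjusted p under 0.05 (median −0.37, from −0.64 to −0.010 over the alternatives). Without CD44 knockout replicate 2 the numbers, in this order, were 23, 24, 20, 11, 12, 10, 13, 6 and 0. Without any other single library each was 0. None of these lists passed with an estimated correlation (lowest adjusted p among them 0.468).

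Of the called protein-coding genes in CD44 knockout mice, the 5 with the highest log2 fold changes included Cyp4a12a (2.51), Cyp2a5 (2.40), Cyp4a14 (2.13) and Slc22a6 (2.02), and the 5 lowest were CR974586.3 (−2.93), Ccl8 (−2.61), mt-Nd3 (−2.47), Gm9732 (−1.79) and Cxcl9 (−1.74). Each of those named kept its call without CD44 knockout replicate 2. Without any other single library all of them but Gm9732 lost theirs, with an adjusted p of up to 0.144 (Cyp4a12a, without wild-type replicate 3). Gm9732 lost its call without CD44 knockout replicate 1 (0.0558), CD44 knockout replicate 3 (0.0802) or wild-type replicate 1 (0.0513). With the replicate number as a block none of those named passed (adjusted p from 0.083 to 0.1045), and without a filter Gm9732 alone did (0.0518 to 0.106 for the others). Cyp4a12a did not pass without a trend (0.0550) or with voom (0.0519) either, nor CR974586.3 with pseudocounts of 0.1 (0.0720) and 0.01 (0.138).

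It was tested whether sequence of another strain carried with the targeted Ctnnb1 allele could account for the genes called. It would gather them around the gene, and 0.702% of all called genes lay within 10 Mb of Ctnnb1: 12 of 110 tested there, where 11.6 are expected (permutation p = 0.502). The same count around Cd44 in CD44 knockout mice was 5 of 79, where 4.92 are expected (permutation p = 0.551).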
